# Transcriptomics insights into the functional role of tick *Ixodes ricinus* proteins metalloprotease and antigen p23

**DOI:** 10.1371/journal.pone.0336570

**Published:** 2025-11-14

**Authors:** Rita Vaz-Rodrigues, Vincent C. Duru, Ard M. Nijhof, José de la Fuente

## Abstract

*Ixodes ricinus* ticks (Acari: Ixodidae) are hematophagous ectoparasites and a major European vector of zoonotic diseases affecting global health. Tick salivary and midgut proteins antigen p23 (A0A0K8RKR7) and metalloprotease (A0A0K8RCY8) were previously implicated in the pathophysiology of the tick-borne allergy alpha-Gal syndrome (AGS). This study aimed to functionally characterize these two biomolecules, focusing on their role in *I. ricinus* tick feeding and reproduction through gene knockdown by RNA interference and midgut transcriptomic analysis. Validation of RNA-seq data was conducted using RT-qPCR analysis on tick midgut and salivary gland tissues. Silencing the expression of p23 and metalloprotease did not result in any significant differences in tick engorgement and egg batch weights compared to the control group. Gene set enrichment analysis following antigen p23 gene knockdown identified significantly upregulated pathways associated with protein production and suppressed routes mostly correlated with ion transport, lipid metabolism, catalytic activity, protein modification, and G-protein activity. Partial knockdown of the metalloprotease led to the upregulation of several biological and functional pathways associated with RNA splicing and significantly suppressed routes connected with detoxification, protein modification, catalytic activity and molecule binding. Antigen p23 appears to play a functional role in tick midgut cell homeostasis, primarily by participating in regulatory and signaling processes essential for cell viability. Metalloprotease is potentially involved in regulating midgut response to oxidative stress, thereby reducing tissue damage and promoting regular cell proliferation, growth and behavior. These results provide insights into tick physiology and bases for further research on tick-host interactions and AGS pathogenesis.

## Introduction

Ticks are obligate hematophagous ectoparasites responsible for the transmission of infectious agents, affecting human and animal health worldwide [1,2]. Ticks are the second most important arthropod vectors after mosquitoes, harboring and transmitting a broader range of medically relevant pathogens, including bacteria, viruses, protozoa, and helminths [3,4]. Climate change is expected to alter the tick-host dynamic, leading to a rise in tick-borne disease cases in previously unaffected regions, presenting new public health challenges in the future [5,6]. The castor bean tick, *Ixodes ricinus,* is the main European vector of pathogens causing major zoonotic diseases, tick-borne encephalitis (TBE) caused by a Flavivirus and Lyme borreliosis (LB) caused by genospecies of *Borrelia burgdorferi* sensu lato (s.l.) [7,8]. Occasionally, tick-host interactions can lead to the development of emergent tick-borne allergies like the alpha-Gal syndrome (AGS), with bites from *I. ricinus* in Europe being primarily associated with the onset of this allergy [9,10].

During the blood-feeding process, ticks can potentially transmit and acquire pathogens, with tick saliva and the midgut acting as central components of the host-vector-pathogen interface [11,12]. While essential for blood meal processing and nutrient storage, the tick midgut is also a key organ involved in the transmission of pathogens like the causative agent of LB [13]. These processes are mainly driven by midgut proteins that take part in blood digestion and enable pathogen transmission, making them promising candidates for novel drug and anti-tick vaccine development [11,14]. Although AGS pathogenesis is more directly associated with tick salivary proteins [9], alpha-Gal antibodies were found to cross-react with the unfed midgut of *Ixodes scapularis* females, suggesting the presence of molecules bound to alpha-Gal in this tissue [15]. Metalloprotease (UniProt ID: A0A0K8RCY8) and antigen p23 (UniProt ID: A0A0K8RKR7) are both salivary gland and midgut proteins with anticoagulant activity, known to promote optimal tick feeding [16–18] and potentially implicated in AGS [19,20]. However, additional physiological role of these proteins in ticks remains unknown.

RNA interference (RNAi), a conserved post-transcriptional gene-silencing mechanism, has proven invaluable for studying tick protein functions at tick-host interface, especially those involved in feeding or pathogen transmission [21–23]. Animal models have been extensively used in biomedical and translational research to better understand the pathogenesis of tick-borne diseases [24,25]. Although significant, the use of live animal hosts in traditional tick research faces challenges, including ethical concerns and increased variability in host responses [26]. As research on tick-borne diseases advances, alternative methods like artificial membrane feeding systems are becoming increasingly crucial in overcoming the limitations of traditional approaches. This method offers a controlled alternative that reduces ethical dilemmas while enabling precise monitoring of tick attachment, feeding, and pathogen acquisition [26,27].

Despite recent advances in tick physiology research, current findings highlight a knowledge gap regarding the functional roles of key tick midgut proteins. Therefore, the aim of this study was to functionally characterize biomolecules antigen p23 (UniProt ID: A0A0K8RKR7) and metalloprotease (UniProt ID: A0A0K8RCY8) based on their role in *I. ricinus* tick feeding and reproduction, determined after gene knockdown by RNAi and further midgut transcriptomics (mialome) analysis. Validation of RNA-seq data was further conducted using RT-qPCR analysis on tick midgut and salivary gland tissues.

## Materials and methods

### Ticks

All *I. ricinus* ticks used in the study originated from a laboratory colony maintained at the Institute for Parasitology and Tropical Veterinary Medicine, Freie Universität Berlin. Ethical approval for the maintenance of the *I. ricinus* colony is provided by the regional authorities for animal experimentation “Landesamt für Gesundheit und Soziales” (LAGeSo) of Berlin, under registration number E0144/22.

### Total RNA extraction and synthesis of tick cDNA for dsRNA preparations

The midguts of five *I. ricinus* females, partially fed *in vitro* for three days with bovine blood [28], were dissected and immersed in 500 µl of TRI Reagent (Sigma-Aldrich, Taufkirchen, Germany). Total RNA was extracted and subsequently purified using the Direct-Zol RNA Miniprep Plus Kit (Zymo Research, Freiburg im Breisgau, Germany), in accordance with manufacturer’s guidelines. Total RNA concentration and purity was determined using a Synergy HT Spectrophotometer (Bio-Tek Instruments, Bad Friedrichshall, Germany) and samples were stored at −80 °C prior to use. Complementary DNA (cDNA) was obtained using a ProtoScript II First Strand cDNA synthesis kit (New England Biolabs, Ipswich, USA), following manufacturer’s instructions. Afterwards, the cDNAs were used as template for dsRNA synthesis.

### Generation of dsRNA

Oligonucleotide forward (F) and reverse (R) primers (Sigma-Aldrich) containing T7 promoter sequences (5’-TAATACGACTCACTATAGG-3’) at the 5’-end to support *in vitro* transcription and synthesis of dsRNA were used to PCR-amplify partial cDNA fragments of genes encoding *I. ricinus* antigen *p23* (386 bp; F: T7-ACTACAAGTGAACGTGTCTCGG; R: T7-ACACGGTCAGAACCTTGTCC) and *metalloprotease* (481 bp; F: T7-AGCTGAAGACGCTGAACGTG; R: T7-CTCGTCCGCTGAGTTTTTGT). Gene-specific primers were designed using NetPrimer (Premier Biosoft International) and primer–BLAST online tools [29]. An unrelated sequence coding for green fluorescent protein (GFP; 415 bp; F: T7-GGCCACAAGTTCAGCGTGTC; R: T7-GCTTGATGCCGTTCTTCTGC) was used as a negative control [30,31]. PCR amplicons were purified using the DNA Clean and Concentrator kit (Zymo Research), according to manufacturer’s recommendations and sequenced using the Sanger method at LGC Genomics GmbH (Berlin, Germany). Low-quality sequences were trimmed from both ends using Chromas software (version 2.6.6) and subsequently used to confirm correct amplification. BLAST analysis for the p23 amplicon (NCBI GenBank accession no. PV761653) revealed 97% nucleotide sequence identity with *I. scapularis* protein antigen p23 sequence deposited in NCBI GenBank (accession no. HQ605984). BLAST analysis for the metalloprotease amplicon (NCBI GenBank accession no. PV761654) showed 95% nucleotide sequence identity with a *I. ricinus* mRNA sequence coding for the Metis1 protein deposited in NCBI GenBank (accession no. AM747806). Therefore, these PCR products were used as templates to produce dsRNA using the T7 Ribomax Express RNAi system (Promega, Walldorf, Germany), following manufacturer’s guidelines. The dsRNA was quantified by spectrophotometry and stored at −80 °C until further use.

### RNA interference by tick injection with dsRNA

Unfed *I. ricinus* adult female ticks (n = 240) were randomly assigned into three groups (n = 80 per group) and injected with approximately 0.5 µL of dsRNA (1 x 10^12^ molecules/µL) coding for one of the selected targets or GFP dsRNA as a negative control. The injections were performed in the lower right quadrant of the ventral surface of the exoskeleton using a 10 µL syringe with a 33-gauge needle (Hamilton, Bonaduz, Switzerland) mounted on a micromanipulator. Following dsRNA injection, ticks were distributed into different feeding units (four units per group), each containing 20 *I. ricinus* females and 10 males, for artificial feeding on bovine blood. Feeding units were made and set up as previously described [28]. The blood meal consisted of 5 mL of defibrinated bovine blood per feeding unit supplemented with adenosine triphosphate (ATP, 51 mg/mL), glucose (3 mg/mL), B vitamin (10 µl/mL) and gentamycin (1 µg/mL) [32]. Ticks were maintained at an internal ambient temperature of 27°C with 70% relative humidity, 1% CO_2_ and 50% ventilation. The feeding units were placed on a hotplate set to 42°C until the ticks reached full engorgement (12.17 ± 1.98 days). The blood meals were changed twice daily, and each feeding unit was cleaned before re-immersion into fresh blood meals with 0.9% NaCl solution. Data on the number of dead and feeding females was recorded twice daily. The experiment lasted 15 days. Engorged females that detached were weighed and stored individually. Engorgement and egg batch weights were also recorded. Values of antigen p23 and metalloprotease tick groups (tick engorgement and eggs weight) were compared with the GFP control group by one-way ANOVA test with post-hoc Tukey HSD test using the Real Statistics extension from Microsoft Excel (version 2310) and graphically represented with Graph-Pad Prism (version 8.0.1).

### Corroboration of gene knockdown by reverse transcriptase quantitative PCR (RT-qPCR)

After seven days of artificial feeding, the midguts and salivary glands were collected from female ticks in each group (n = nine/group), all of which had comparable engorgement sizes. The samples were analyzed in three biological replicates per group, with each replicate consisting of three ticks. Total RNA extraction was performed using TRI Reagent (Sigma-Aldrich, Taufkirchen, Germany), following manufacturer’s instructions. Genomic DNA was removed from RNA samples using the rDNase Set (Macherey-Nagel, Dueren, Germany) and repurified with the NucleoSpin® RNA Clean-up XS (#740903, Macherey-Nagel, Dueren, Germany), following manufacturers’ recommendations. The concentration (ng/µL) and purity of samples were assessed using a Nanodrop One spectrophotometer (Thermo Scientific, Waltham, USA) by measuring nucleic acid absorbance at 260 nm (OD260) and the 260/280 nm ratio. Concentrations were standardized at 50 ng/µL and the reverse transcription of total mRNA into cDNA was performed using the ProtoScript II First Strand cDNA synthesis kit (New England Biolabs, Ipswich, USA). Gene silencing levels of antigen p23 and metalloprotease after RNAi were assessed by qPCR on cDNA samples, using gene-specific oligonucleotide primers designed to amplify a distinct mRNA fragment from those targeted by the dsRNAs (antigen p23, 125 bp, F: TAAGCCTTCTCACGCTGTCT, R: AATGGGCTCCGACGTGATCA; metalloprotease, 158 bp, F: CATCAGCGAGCAACTATTGC, R: TCCCTTTCCGCAAGGTGTAC). Amplification of synthetized cDNA was performed using the Luna Universal qPCR Master Mix (New England Biolabs, Ipswich, USA) and the CFX96 real-time PCR detection system (Bio-Rad, Hercules, USA). qPCR conditions comprised an initial denaturation step at 95 °C for 1 min, amplification by 40 cycles of 95 °C for 20 s and different annealing temperatures for 1 min (antigen p23: 58 °C, metalloprotease: 54 °C), followed by a dissociation curve analysis. The tick elongation factor 1-alpha (elf1a, 106 bp, F: CAAGATTGGTGGTATCGGCA, R: GACCTCAGTGGTGATGTTGGC) was the housekeeping gene used to normalize the expression of the targets analyzed, applying the Delta-Delta-Ct (ΔΔCt) method [33]. Cycle threshold (Ct) values for normalized antigen p23 and metalloprotease dsRNAs samples were compared with those of the GFP control samples using the Kruskal–Wallis test followed by Dunn’s multiple comparisons post-hoc test in Graph-Pad Prism (version 8.0.1) to determine significant levels of gene knockdown.

### Transcriptome: RNA extraction, library construction, and sequencing

At day seven of artificial feeding, total RNA from three groups (antigen p23, metalloprotease and GFP control) was extracted employing 500µl of TRI Reagent (Sigma-Aldrich, Taufkirchen, Germany), following manufacturer’s instructions. Samples included the midguts of nine *I. ricinus* female ticks per group divided into three biological replicates, each containing three ticks per pool. Genomic DNA was removed from RNA samples using the rDNase Set (Macherey-Nagel, Dueren, Germany) and repurified with the NucleoSpin® RNA Clean-up XS (#740903, Macherey-Nagel, Dueren, Germany), following manufacturer’s recommendations. RNA concentration and purity were assessed using a Nanodrop One spectrophotometer (Thermo Scientific, Waltham, USA). RNA integrity was evaluated with the RNA 6000 Nano kit on a Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

Library preparation and paired-ended 150 bp (PE150) sequencing were performed at Novogene GmbH (Munich, Germany). Sequencing libraries were generated using the Novogene NGS RNA Library Prep Set (PT042; Novogene, Beijing, China), following manufacturer’s instructions. Index codes were incorporated to associate sequences with their corresponding samples. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads (poly-A-tailed enrichment). After random mRNA fragmentation, the first strand of cDNA was synthesized using random hexamer primers. Second strand cDNA was then performed employing an Illumina buffer containing dNTPs, DNA Polymerase I, and RNase H. The remaining overhangs were converted to blunt ends by exonuclease and polymerase activities. Following adenylation of the 3’ ends of cDNA fragments (A-tailing), a hairpin-loop shape adaptor was ligated in preparation for hybridization. The uracil-specific excision reagent (USER) enzyme was used to preferentially select cDNA fragments of 150 ~ 200 bp in length, following manufacturer’s recommendations. Library quality assessment was performed using the Qubit® 2.0 Fluorometer (Thermo Scientific, Waltham, USA) for concentration measurement, qPCR for quantification, and the Bioanalyzer 2100 system (Agilent Technologies, CA, USA) for size distribution analysis after purification. Quantified libraries were pooled and sequenced on the Illumina NovaSeq X Plus system, generating between 82.3 million and 244.2 million total raw reads per library in the RNA sequencing dataset. Transcriptomics data was deposited in the NCBI Gene Expression Omnibus (GEO) database, under the GEO series accession no. GSE291137.

### Bioinformatics, quantification and differential gene expression

Raw reads on FASTQ format were processed using in-house Perl scripts to generate clean reads by removing adapter sequences, poly-N reads, and low-quality reads. The dataset yielded high-quality data, consisting of approximately 81.0–240.3 million clean reads for each library, which translates to 97.7–98.5% of the raw reads being clean reads. Additionally, Q20 scores ranged from 97.9% to 98.3%, while Q30 scores varied between 94.0% and 95.0%. Mapping was performed using the *I. persulcatus* genome (assembly BIME_Iper_1.3) serving as reference and Bowtie 2 (v2.5.3) as the alignment tool [34,35]. Direct mapping of the assembled *I. ricinus* reads against the *I. persulcatus* genome yielded a mapping rate ranging from 45.3% to 47.6%. Furthermore, exon-mapped reads accounted for 48.6% to 53.7% of the mapped regions, indicating a well-annotated reference genome. The final BAM files were quantified with the *featureCounts* function available in Bioconductor R package *Rsubread* [36] using BIME_Iper_1.3 annotations. Raw count units were normalized using the FPKM method, which accounts for variations in gene length and sequencing depth, enabling the estimation of gene expression levels.

Differential expression analysis of sequence data (DESeq) was conducted using the *DESeq2* package (v1.46) [37] from Bioconductor (v3.20) in R software (v4.4.2) [38]. The normalized count data are fitted to a negative binomial generalized linear model to analyze differences between conditions (antigen p23 vs. GFP control, and metalloprotease vs. GFP control). The model identifies differentially expressed genes (DEGs), with the significance threshold set at a Benjamini-Hochberg (BH) adjusted p-value cutoff of ≤ 0.05 and a Log2 Fold Change (Log_2_FC) ≥ |0|. Additionally, the volcano plots, heatmap clustering, and Venn diagram highlighting the DEGs per treatment group were created in R [38] employing the *ggplot* [39], *heatmap* and *venn.diagram* functions, respectively.

### Functional annotation and enrichment analysis

The functional prolife of significant transcripts was obtained using the gene ontology (GO) biological process (BP), molecular function (MF) and cellular component (CC) databases from InterPro2GO annotations [40] available through the Eukaryotic Pathogen, Vector, and Host Informatics Resources (VEuPathDB) [41]. Gene set enrichment analysis (GSEA) was conducted using the GO database with the *gseGO* function from the *clusterProfiler* package [42,43]. The analysis employed 1,000 permutations and a BH adjusted p-value cutoff of 0.05 to identify significant biological pathways. GSEA analysis for the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways was carried out with the *gseKEGG* function from the *clusterProfiler* package [42,43]. The analysis utilized 1,000 permutations and a BH adjusted p-value cutoff of 0.05 to determine significant biochemical pathways. The software Graph-Pad Prism (version 8.0.1) was applied to visually represent the results of the functional enrichment analysis.

### Corroboration of transcriptomics results by RT-qPCR

Eight target DEGs (Tables 1 and 2) were selected based on their predicted biological function. Their expression levels were measured in female *I. ricinus* tick salivary and midgut samples (three biological replicates per group, each consisting of pooled tissues from three ticks; n = 9 per group) via the amplification of synthesized cDNA using the CFX96 real-time PCR detection system (Bio-Rad, Hercules, USA). Gene-specific primers were designed using the primer–BLAST [29] online tool and are listed in S1 and S2 Tables in S1 File. The reverse transcription of total mRNA (5 µl/sample) into cDNA was performed using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, USA), following the guidelines of the manufacturer. The cDNA sample concentrations were standardized to 200 ng/μL. Quantitative PCR conditions comprised an initial denaturation step at 95 °C for 1 min, amplification by 40 cycles of 95 °C for 20 sec and annealing between 58–62 °C for 1 min, followed by a dissociation curve analysis. For a total volume of 20 µL, the PCR mixture contained 1.5 μL (300 ng) of sample cDNA, 10 μL of SYBR Green Master Mix (Bio-Rad), 1 μL (10 μM) of forward and reverse primers (Sigma-Aldrich) each and 6.5 μL of nuclease-free water. Each PCR reaction had 2 technical replicates/sample and 2 negative controls. The Delta-Delta Ct method [33] was applied to calibrate, normalize, and determine the relative expression levels of the gene knockdown groups (antigen p23 or metalloprotease) against the reference GFP control samples. The housekeeping gene used was the tick elongation factor 1-alpha (elf1a, 141 bp, F: AACGGCTACACGCCTGTTCT, R: GATGGCAGCATCTCCGGACT). Statistical comparisons between groups were performed with the non-parametric Mann-Whitney U test using the Real Statistics extension from Microsoft Excel (version 2310). Data expressed as fold change was depicted utilizing GraphPad Prism (version 8.0.1).

**Table 1:** Selected targets for transcriptomics data validation via RT-qPCR following antigen p23 gene silencing.

Target	Gene ID	LogFC	BH p-value	Function prediction
Ribosomal protein L24 (RPL-24)	HPB47_017850	0.72	0.047	Translation and RNA binding within the ribosome
Aurora kinase-like (Aur)	HPB47_014629	−3.15	0.002	Protein tyrosine activity (phosphorylation) and ATP binding
Allatostatin type A receptor (AstA)	HPB47_005012	−5.00	0.044	G-protein coupled receptor signaling pathway in cell membrane
Mitochondrial phosphatidate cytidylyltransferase (CDS)	HPB47_023844	−3.20	0.049	Lipid metabolic process (cardiolipin biosynthesis) and nucleotidyltransferase activity

BH – Benjamini-Hochberg; FC – fold change.

**Table 2:** Selected targets for transcriptomics data validation via RT-qPCR following metalloprotease gene knockdown.

Target	Gene ID	LogFC	BH p-value	Function prediction
Ribonuclease T2 like (RNase T2)	HPB47_001654	3.08	0.009	Ribonuclease activity and RNA binding
Mediator complex subunit 13 (MED13)	HPB47_027399	−0.79	0.038	Transcription coregulator activity (regulation by RNA polymerase II)
Guanylate cyclase (GC)	HPB47_008153	−2.10	0.005	Protein tyrosine activity (phosphorylation) and ATP binding
Cytochrome P450 (CYP450)	HPB47_019282	−2.26	0.005	Oxidoreductase activity (monooxygenase) with heme and iron binding

BH – Benjamini-Hochberg; FC – fold change.

## Results

### Phenotypic changes with proteins p23 and metalloprotease gene knockdown

Initial mortality following tick dsRNA injections and allocation to a feeding unit was low, not exceeding 3.33%, with two to three dead ticks per group. Feeding behavior analysis showed that tick attachment peaked on day 4. In the antigen p23 and metalloprotease groups, 68.8% (55/80) of the female ticks attached, compared to 62.5% (50/80) in the GFP control group. Of the attached ticks, 76% (42/55) in the antigen p23 group, 33% (18/55) in the metalloprotease group, and 24% (12/50) in the GFP control group successfully engorged and detached from the host. Cumulative tick detachment per group throughout the experimental period is shown in Fig 1A.

**Fig 1:**
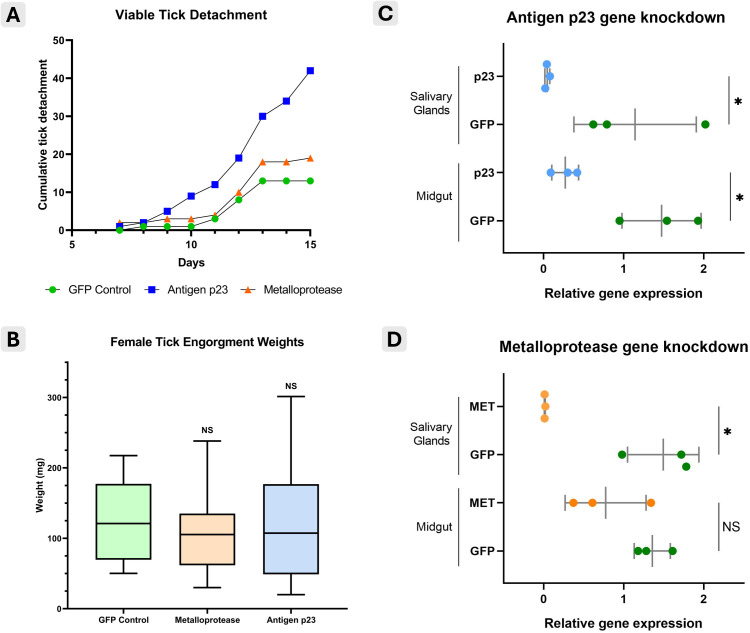
Phenotypic changes with proteins antigen p23 and metalloprotease gene knockdown. **(A)** Cumulative number of viable ticks detached over the 15-day experiment reported daily for each group. **(B)** Boxplot of female tick engorgement weights once detached and reported per group. **(C)** Corroboration of gene knockdown in group injected with dsRNA coding for antigen p23 using salivary gland and midgut tissues. **(D)** Confirmation of gene knockdown in group injected with dsRNA targeting metalloprotease in salivary glands and midgut. * p < 0.05, ** p < 0.01, *** p < 0.001, NS: not significant.

Silencing the expression of antigen p23 and metalloprotease did not result in any significant differences in tick engorgement weights compared to the GFP control group (Fig 1B), although the average weights were slightly lower. Oviposition was scarce, with only 21.4% (9/42) of ticks in the antigen p23 group, 16.7% (3/18) in the metalloprotease group, and 25% (3/12) in the GFP control group successfully laying eggs. The average egg batch weights showed no significant differences between groups: antigen p23 (20.3 mg), metalloprotease (10 mg), and GFP control (21.7 mg). Antigen p23 gene knockdown was successful in both tick salivary gland (GFP mean Ct = 22.91 ± 1.00 vs. p23 mean Ct = 28.05 ± 1.41) and midgut (GFP mean Ct = 21.35 ± 0.91 vs. p23 mean Ct = 27.14 ± 1.31) tissues (Fig 1C). Interestingly, metalloprotease was fully silenced only in the salivary gland tissue (GFP mean Ct = 22.34 ± 1.66 vs. MET mean Ct = 27.74 ± 0.52), but not in the midgut (GFP mean Ct = 22.95 ± 0.56 vs. MET mean Ct = 25.22 ± 1.16; Fig 1D).

### Differential expression analysis and descriptive functional profile

After subjecting 28,510 raw gene count units to DESeq analysis and applying various filters (Fig 2A), a total of 438 differentially expressed genes (DEGs) were found in the antigen p23-silenced group compared to the GFP control group, including 149 upregulated and 289 downregulated genes (Fig 2B, S1 Data). 

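Midgut RNA was taken on feeding day 7 from female ticks injected with dsRNA against antigen p23, against metalloprotease or against GFP, the control. Each group had 9 ticks, combined into 3 pools of 3 ticks, and each pool gave 1 library. The authors aligned the cleaned reads with Bowtie2 2.5.3 to the genome of the related tick Ixodes persulcatus (assembly BIME_Iper_1.3) and counted reads per gene with featureCounts. The deposited values are raw counts of 28510 genes without normalization. Totals per library ranged from 3303358 to 9430607 counts. Each knockdown was compared with the GFP control group with edgeR's quasi-likelihood test on the 6 libraries concerned, after TMM normalization and edgeR's filter on weakly expressed genes, and p values were adjusted by the Benjamini-Hochberg method over all genes tested. Levels are given as CPM (counts scaled to the library size) with the SD over 3 pools, and changes as log2 fold changes with their standard error (SE). Intervals and lower bounds on folds cover counting error only. Gene families were tested as 63 lists, built from protein domains and best Swiss-Prot matches before the data were examined, with camera at a preset correlation of 0.01. Several lists hold families that the paper reports from these same libraries, so calls on those lists are not independent of its results. Gene names are the best Swiss-Prot matches of the I. persulcatus genes. The sources used here pair neither knockdown target with a gene of the count table, so target levels are not given. Antigen p23 replicates 1 and 2 detected 7291 and 6294 genes, against 9136 to 10988 genes in the other 7 libraries.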

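A pair of sulfotransferases, enzymes that add sulfate groups to small molecules, stood far below the GFP control after antigen p23 silencing. HPB47_026860, matched to sulfotransferase 1B1 and lying on scaffold JABSTQ010009777.1 from 132536 to 133105, had 0, 0 and 1 counts in the 3 antigen p23 libraries and 168, 70 and 331 counts in the 3 GFP control libraries. The ratio was 407-fold (95% counting interval 72.8 to 16119.7), with a log2 fold change of -8.53 (SE 1.22, adjusted p = 0.386 from edgeR). HPB47_008141, matched to sulfotransferase ssu-1, had a log2 fold change of -5.82 (SE 1.40, adjusted p = 0.964 from edgeR). HPB47_006896, matched to HES-1, a transcriptional repressor of the Notch pathway, averaged 209 ± 46.3 CPM (SD, n = 3) in the antigen p23 group and 69.7 ± 6.34 CPM in the GFP control group. HPB47_012061, a carboxylesterase-family protein matched to neuroligin-2, averaged 40.2 ± 34.3 and 2.82 ± 0.606 CPM, and HPB47_003950, matched to a chitinase-3-like protein, 683 ± 163 and 269 ± 33.6 CPM. The calcium-sensing receptor match HPB47_006483, a receptor for extracellular calcium, averaged 92.9 ± 25.1 and 241 ± 59.3 CPM. HPB47_013047, HPB47_012173 and HPB47_028164, which have no named match, had log2 fold changes of 1.71 (SE 0.34), 2.76 (SE 0.68) and 1.24 (SE 0.30), and HPB47_002030, also unnamed, averaged 3931 ± 864 against 1597 ± 371 CPM. These 10 genes had the smallest p values, and none of the 6381 genes tested passed an adjusted p of 0.05 in edgeR. At an unadjusted p of 0.05 or less, 99 genes were higher and 109 lower, against 319 expected by chance. DESeq2 called 6 genes after adjustment, 3 higher (HPB47_006896, HPB47_013047, HPB47_012061) and 3 lower (HPB47_026860, HPB47_008141 and the heat shock protein HPB47_010377). Without the filter on low counts edgeR called 5 genes, 4 higher (HPB47_012061, HPB47_005579, HPB47_014374, HPB47_008072) and 1 lower (HPB47_026860), and without antigen p23 replicate 3 the counts at unadjusted p were 174 higher and 580 lower.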

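In the metalloprotease group, the genes with the smallest p values included a carboxylesterase, a transporter and an axon guidance receptor. HPB47_012061, a carboxylesterase-family protein matched to neuroligin-2 and lying on scaffold JABSTQ010011486.1 from 67325 to 69349, averaged 20.5 ± 12.2 CPM (SD, n = 3) against 3.02 ± 0.674 CPM in the GFP control group. Its log2 fold change was 2.76 (SE 0.59, adjusted p = 1.00 from edgeR). The major facilitator transporter HPB47_025631, a carrier of small solutes, averaged 44.2 ± 7.75 and 15.8 ± 6.26 CPM. The aldehyde dehydrogenase HPB47_024631, an oxidizer of aldehydes, averaged 29.8 ± 20.2 and 5.93 ± 3.67 CPM. HPB47_006091, which has no named match, had 101, 290 and 2336 counts in the metalloprotease libraries and 19, 3 and 0 in the GFP control libraries. On the lower side, HPB47_023597, matched to the axon guidance receptor sax-3, had 0, 3 and 1 counts in the metalloprotease libraries and 16, 25 and 9 in the GFP control libraries. The calcium-activated chloride channel regulator match HPB47_018993 averaged 5.47 ± 2.65 and 27.3 ± 16.3 CPM. Log2 fold changes were 2.51 (SE 0.67) for HPB47_005378, 2.04 (SE 0.58) for HPB47_004801, -1.99 (SE 0.54) for the EF-hand protein HPB47_010653 and -2.74 (SE 0.76) for HPB47_019623, a protein with an EB module. None of the 6786 genes tested passed an adjusted p of 0.05 in edgeR or in DESeq2. At an unadjusted p of 0.05 or less edgeR gave 50 genes higher and 47 lower, against 339 expected by chance. That count of 97 was 244 without GFP control replicate 2, 187 without metalloprotease replicate 1 and 147 without metalloprotease replicate 2.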

Meanwhile, silencing metalloprotease in tick midguts led to the identification of 182 DEGs, comprising 104 upregulated and 78 downregulated genes (Fig 2B, S2 Data). Gene clustering by group revealed greater expression differences in the antigen p23 group, while the metalloprotease and GFP control groups exhibited closer expression patterns (Fig 2C), likely due to the absence of effective metalloprotease gene knockout in the tick midgut. Additionally, the overlapping regions of the Venn diagram indicated that silencing both antigen p23 and metalloprotease led to the co-expression of 33 DEGs (Fig 2D). Of these, 84.8% (28/33) exhibited similar expression patterns, including 12 upregulated and 16 downregulated genes.

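The 3 antigen p23 libraries lay farther from the GFP control libraries than the 3 metalloprotease libraries did. Over 6924 genes, the mean Euclidean distance on the log2 CPM scale was 123 between antigen p23 and GFP control and 82.7 between metalloprotease and GFP control. Libraries of 1 group also differed most among themselves in antigen p23, at 146, against 86.9 in GFP control and 91.8 in metalloprotease. The difference of 40.8 between the knockdowns gave an exact permutation p of 0.3 (two-sided, the smallest possible being 0.1), and was 22.9 without antigen p23 replicate 2 and 61.3 without antigen p23 replicate 3. Tested directly against each other, the knockdowns had the smallest p at HPB47_008346, matched to an intracellular coagulation inhibitor of the serpin family. It averaged 492 ± 176 CPM (SD, n = 3) in antigen p23 and 63.2 ± 7.27 CPM in metalloprotease, a log2 difference of 2.96 (SE 0.35, adjusted p = 0.0750 from edgeR). It passed in edgeR with at least 10 counts in every library (adjusted p = 0.0224) and without the filter on low counts (adjusted p = 3.90e-08). The sulfotransferase ssu-1 match HPB47_008141 averaged 0.902 ± 1.31 and 156 ± 124 CPM, a log2 difference of -7.47 (SE 1.29), with an adjusted p of 0.445 from edgeR and 2.27e-09 from DESeq2. The cationic amino acid transporter match HPB47_020148 averaged 6.70 ± 4.30 and 123 ± 80.7 CPM, and fatty acid synthase (HPB47_018997), which builds long-chain fatty acids, 701 ± 98.1 and 247 ± 19.7 CPM. HPB47_001419, matched to the cholesterol transporter NPC1, had a log2 difference of 1.72 (SE 0.40). The aldehyde dehydrogenase HPB47_024631 had 0, 0 and 3 counts in antigen p23 and 77, 172 and 160 in metalloprotease, a 74.5-fold ratio (95% counting interval 25.3 to 363). None of 6383 genes passed an adjusted p of 0.05 in the main edgeR fit, and 164 had an unadjusted p of 0.05 or less. DESeq2 called 21 genes after adjustment (5 higher in antigen p23, 16 lower), each gene named here except HPB47_001419 among them. Without antigen p23 replicates 1 and 2, a choice made after seeing the data, the distances were 99.2 for antigen p23 and 106 for metalloprotease. From the clustering, the paper proposes that metalloprotease and GFP control midguts lay closer because metalloprotease was not effectively silenced in the midgut.

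**Figure D1:**
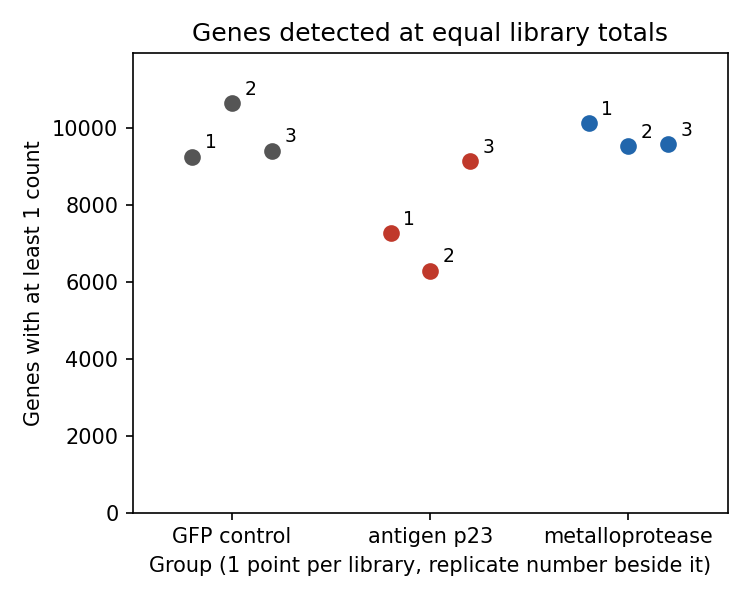
Genes with at least 1 count in each of the 9 libraries, 1 point per library with its replicate number, by group, after every library was thinned to 3303358 counts. Antigen p23 replicates 1 and 2 have 7263 and 6288 genes, and the other 7 libraries have 9136 or more.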

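At an unadjusted p of 0.05 or less in edgeR, 14 genes differed from GFP control in the same direction in both knockdowns, 7 higher and 7 lower, and 3 more in opposite directions. Among the genes higher in both were lysosomal glucosylceramidase (HPB47_022912), which splits glucosylceramide, with log2 fold changes of 1.84 (SE 0.56) after antigen p23 silencing and 1.05 (SE 0.41) after metalloprotease silencing, and an acireductone dioxygenase (HPB47_013115), an enzyme of methionine salvage, with 1.35 (SE 0.55) and 1.27 (SE 0.41). Calumenin (HPB47_027283), a calcium-binding protein of the secretory pathway, had 0.83 (SE 0.30) and 0.65 (SE 0.27). Among those lower in both were an insulin-like peptide (HPB47_024016), with -1.67 (SE 0.71) and -1.34 (SE 0.46), and HPB47_021918, which has no named match, with -3.23 (SE 1.22) and -3.14 (SE 0.93). The aldehyde dehydrogenase HPB47_024631, with 41, 20 and 12 counts in GFP control, was lower in antigen p23 and higher in metalloprotease. Both comparisons use the 3 GFP control libraries, which alone makes lists overlap. Of 6304 genes tested in both, 17 were on both lists, and 40 simulations with no change in either knockdown and shared controls gave a median of 51 and up to 65. The real lists were short, at 208 and 97 genes against 319 and 339 expected by chance, and shorter lists overlap less. The raw counts therefore do not show that fewer genes are shared than with no change. The GFP control libraries are too few to be divided between the comparisons. With DESeq2, 33 of 11985 genes were on both lists, 28 of them in 1 direction, and 15 simulations gave a median of 86. Those simulations held only the 6924 genes that pass edgeR's filter over all 9 libraries, so these counts cover unlike sets of genes. The count of 17 was 7 without GFP control replicate 1, 30 without GFP control replicate 2 and 11 without antigen p23 replicate 1.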

**Fig 2:**
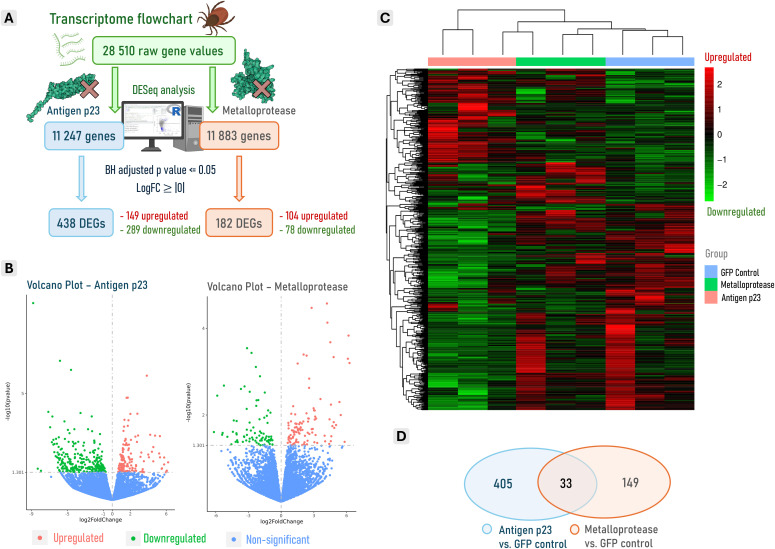
Transcriptome pipeline and visual representation of gene expression from *Ixodes ricinus* tick midgut underlying the effects of silencing the expression of antigen p23 and metalloprotease by RNAi. **(A)** Transcriptome flowchart that leads to the acquisition of differentially expressed genes (DESeq) after gene knockdown. **(B)** Volcano plots illustrating the upregulated and downregulated DEGs following the silencing of antigen p23 and metalloprotease in tick midguts. **(C)** Heatmap clustering by expression patterns observed in the experimental groups (antigen p23, metalloprotease and GFP control). **(D)** Veen diagram showcasing DEGs similarities and differences between antigen p23 and metalloprotease groups.

Upregulated DEGs after antigen p23 silencing in tick midgut were mostly associated with the biological process (BP) of proteolysis (n = 7). Among these, the molecular function (MF) was predominantly represented by serine-type peptidases (n = 3; HPB47_004434, HPB47_005579, HPB47_014190) and metallopeptidases (n = 2; HPB47_009280, HPB47_024456). 

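A lysosomal serine carboxypeptidase and an astacin metalloprotease stood higher in the antigen p23 group than in GFP control. HPB47_005579, matched to lysosomal protective protein, a serine carboxypeptidase, and lying on scaffold JABSTQ010010840.1 from 495142 to 523198, averaged 373 ± 157 CPM (SD, n = 3) against 114 ± 53.8 CPM. Its log2 fold change was 1.71 (SE 0.43, adjusted p = 0.964 from edgeR, and 0.0378 without the filter on low counts). The astacin-type metallopeptidase HPB47_024456 averaged 2620.1 ± 843 and 1087 ± 588 CPM, a log2 fold change of 1.27 (SE 0.46). HPB47_014190, matched to chymotrypsin-C, had 12929, 4360 and 4180 counts in antigen p23 and 2727, 6697 and 4795 in GFP control, so the groups overlapped. HPB47_004434, with a trypsin domain, had 10, 23 and 28 counts against 0, 9 and 0, and the reprolysin-type metallopeptidase HPB47_009280 had 0, 29 and 0 counts against 0, 0 and 0, and both were too weakly expressed to be tested. The legumains HPB47_028387 and HPB47_028388, cysteine proteases that cut after asparagine, had log2 fold changes of 2.85 (SE 1.02) and 1.41 (SE 0.58). These lie side by side on the assembly and may share reads. Of the 7 proteolysis genes that the paper lists, 5 were tested, all had positive log2 fold changes, and none passed an adjusted p of 0.05 in edgeR or DESeq2. At an unadjusted p of 0.05 or less there were 4, and 4 passed when adjusted over the list alone, which is not independent evidence, since the study chose these genes on these samples. Of the lists set in advance, the serine carboxypeptidases rose (5 tested, 4 higher, median log2 fold change 0.70, camera adjusted p = 0.0287, and adjusted p = 0.601 with an estimated correlation). No member passed over all genes in edgeR or DESeq2, and 1 passed when adjusted over the list alone. That camera call was lost without GFP control replicate 2 (adjusted p = 0.107, median 0.40), antigen p23 replicate 1 (0.0754) or antigen p23 replicate 3 (0.139), and the median was -1.38 without the filter on low counts and -0.83 with DESeq2. The call was also lost without both antigen p23 replicates 1 and 2, chosen after seeing the data (median 0.88, camera adjusted p = 0.210). Trypsin-like serine proteases had a median of 0.33 and did not pass (camera adjusted p = 0.0657), but passed without GFP control replicate 3 (median 0.52, adjusted p = 0.0273) or antigen p23 replicate 2 (0.41, adjusted p = 0.0260), and with all 9 libraries in 1 fit (0.35, adjusted p = 0.0377).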

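A cationic amino acid transporter, monocarboxylate transporters and ion channels were among the transport genes with lower counts after antigen p23 silencing. The cationic amino acid transporter match HPB47_020148, on scaffold JABSTQ010009076.1 from 200029 to 236304, averaged 6.75 ± 4.33 CPM (SD, n = 3) against 43.6 ± 30.4 CPM in GFP control, a log2 fold change of -2.69 (SE 0.78, adjusted p = 0.964 from edgeR). The monocarboxylate transporter matches HPB47_002496 and HPB47_024954 carry small acids such as lactate. The first had a log2 fold change of -2.01 (SE 0.62), and the second had 3, 0 and 0 counts against 16, 37 and 13, a 15.8-fold ratio (95% counting interval 5.16 to 78.3). Of the ion transport genes, the cyclic nucleotide-gated channel match HPB47_013925 had 0, 0 and 0 counts against 38, 16 and 20, which is at least 17.7-fold lower. The GABA receptor subunit match HPB47_024787, a chloride channel opened by GABA, had 25, 29 and 101 counts against 270, 151 and 227. Of 13 transmembrane transport genes that the paper lists, 7 were tested, all 7 had negative log2 fold changes, and 3 had an unadjusted p of 0.05 or less (2 when adjusted over the list alone). Of 5 ion transmembrane transport genes 2 were tested and both had an unadjusted p of 0.05 or less (2 adjusted over the list alone). None passed an adjusted p of 0.05 over all genes in edgeR or DESeq2, and the lists are not independent evidence, since the study chose them on these samples. Weakly expressed genes were fewest in antigen p23 replicates 1 and 2, where 1625 and 661 genes had 1 to 9 counts, against 2581 to 3280 in the other 7 libraries.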

Silencing antigen p23 primarily impacts the downregulation of transmembrane transport processes (n = 18), including five genes associated with ion transmembrane transport (S3 Table in S1 File). Another key biological process affected was the suppression of G protein-coupled receptor signaling pathway (n = 9). Additionally, protein binding (n = 34) appears to be the most affected molecular function resulting from the knockdown of antigen p23 gene. 

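Most G protein-coupled receptor genes had too few counts for a test. Of the 9 genes that the paper lists, 2 were tested and both had negative log2 fold changes. The adhesion receptor match HPB47_003370 had -1.17 (SE 0.53), and the calcium-sensing receptor match HPB47_006483 had -1.38 (SE 0.34, adjusted p = 0.964 from edgeR). Neither passed an adjusted p of 0.05 in edgeR or DESeq2, and 1 had an unadjusted p of 0.05 or less (1 when adjusted over the list alone, which is not independent evidence, since the study chose these genes on these samples). Of the G protein-coupled receptors set as a list in advance, 21 of 140 were tested, 13 were higher and 8 lower in antigen p23, with a median log2 fold change of 0.25 (camera adjusted p = 0.960). The median was -0.58 without GFP control replicate 3, where the list passed downward (camera adjusted p = 0.0412), as it did without antigen p23 replicates 1 and 2, a choice made after seeing the data (-0.74, adjusted p = 0.0468). The median was also below 0 without antigen p23 replicate 1 (-0.11), 2 (-0.10) or 3 (-0.45).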

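Among genes annotated with protein binding, a Toll-like receptor had lower counts in antigen p23 than in GFP control. HPB47_004501, matched to Tollo, a receptor of the Toll family, averaged 69.1 ± 16.0 CPM (SD, n = 3) against 160.0 ± 101 CPM, a log2 fold change of -1.21 (SE 0.47). Of the kelch-domain proteins, which often serve ubiquitin ligases, HPB47_025725 had -2.15 (SE 0.77) and HPB47_019300 had -1.24 (SE 0.49), and HPB47_027536, which has no named match, had -1.23 (SE 0.42). Of the 34 genes that the paper lists, 21 were tested and all 21 had negative log2 fold changes. At an unadjusted p of 0.05 or less there were 11, and none passed an adjusted p of 0.05 in edgeR or DESeq2 or when adjusted over the list alone. The study chose these genes on these samples, so their direction is not independent evidence.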

Other gene ontology (GO) processes of interest related to antigen p23 gene knockdown can be found in S3 Table in S1 File.

The partial knockdown of metalloprotease in the midgut led to the upregulation of DEGs associated primarily with the transmembrane transport (n = 8) BP. 

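Transporters of amino acids and of small solutes made up the transport genes with higher counts after metalloprotease silencing. The cationic amino acid transporter match HPB47_020148 averaged 134 ± 87.6 CPM (SD, n = 3) against 46.7 ± 32.8 CPM in GFP control, a log2 fold change of 1.51 (SE 0.68, adjusted p = 1.00 from edgeR). Log2 fold changes were 2.02 (SE 0.87) for the organic cation transporter match HPB47_021043 and 2.72 (SE 1.27) for the phosphate cotransporter match HPB47_012893. Of the 8 genes that the paper lists, 4 were tested and all 4 had positive log2 fold changes. Among them HPB47_025631 had an unadjusted p of 0.05 or less, 1 passed when adjusted over the list alone, and none passed over all genes in edgeR or DESeq2. The study chose these genes on these samples, so they are not independent evidence. Sodium:neurotransmitter symporters, set as a list in advance, had a median log2 fold change of 0.27, with 10 of 11 tested members higher (camera adjusted p = 0.0764). The list passed without GFP control replicate 1 (median 0.09, camera adjusted p = 0.0369) or metalloprotease replicate 1 (adjusted p = 0.0245), and with the replicate block (0.39, adjusted p = 0.0348).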

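Sulfotransferases rose as a family with camera after metalloprotease silencing, but only metalloprotease replicate 3 lay above the GFP control range. Median log2 levels were 3.69, 4.08 and 4.92 in metalloprotease replicates 1, 2 and 3 and 3.96, 3.70 and 4.56 in GFP control. The paper reports this family from the same libraries, so the list is not independent of that result. Of 200 genes on the list set in advance 45 were tested, 31 were higher and 14 lower, and the median log2 fold change was 0.47 (camera adjusted p = 0.0157, and adjusted p = 0.997 with an estimated correlation). Members of the family include a match to 3-alpha-hydroxysteroid sulfotransferase (HPB47_008140, on scaffold JABSTQ010011155.1 from 771705 to 772655) with a log2 fold change of 3.11 (SE 1.38), and 2 matches to sulfotransferase ssu-1, HPB47_027299 with 1.75 (SE 0.81) and HPB47_027456 with 1.57 (SE 0.74). No member passed over all genes in edgeR or DESeq2, and none passed when adjusted over the list alone. The list's camera call was lost without GFP control replicate 2 (adjusted p = 0.772), without metalloprotease replicate 3 (0.810, median 0.15) and with at least 10 counts in every library (0.147). Without GFP control replicate 1 or metalloprotease replicate 2 the median was 0.30 and 0.29. Of the 6 sulfotransferase genes that the paper lists, 4 were tested, all 4 had positive log2 fold changes and none had an unadjusted p of 0.05 or less. Of its 5 oxidoreductase genes 3 were tested and 2 had an unadjusted p of 0.05 or less, among them cysteine dioxygenase (HPB47_000961), which oxidizes cysteine, with 0.96 (SE 0.38). Among the oxidoreductase genes 1 passed when adjusted over the list alone, and the study chose both groups on these samples, so neither is independent evidence.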

The GO MFs of upregulated genes were mostly linked to sulfotransferase (n = 6) and oxidoreductase (n = 5) activities (S4 Table in S1 File). On the other hand, downregulated genes were not only connected to proteolysis (n = 4) but also with ion transmembrane transport (n = 3) as part of the BPs, whereas MF processes revealed a suppression in protein binding (n = 7). 

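Genes with lower counts in the metalloprotease group included an F-box protein, a cell adhesion protein and a GABA receptor subunit. HPB47_022790, matched to the adhesion protein Kin of IRRE-like 2, averaged 6.92 ± 3.98 CPM (SD, n = 3) against 20.1 ± 3.68 CPM in GFP control, a log2 fold change of -1.57 (SE 0.54, adjusted p = 1.00 from edgeR). The ubiquitin ligase match HPB47_024591 had -1.63 (SE 0.57), F-box/LRR-repeat protein 4 (HPB47_026916) had -1.51 (SE 0.59) and the GABA receptor subunit match HPB47_024787 had -1.27 (SE 0.46). The proteolysis gene HPB47_026112 had 7, 3 and 15 counts against 13, 28 and 14, and the papain-type protease match HPB47_022268 and the astacin HPB47_005600 had too few counts for a test. Of the paper's 4 proteolysis, 3 ion transport and 7 protein binding genes, 1, 1 and 4 were tested. Each of these had a negative log2 fold change and an unadjusted p of 0.05 or less, and none passed over all genes in edgeR or DESeq2. The 4 protein binding genes passed when adjusted over their list alone. For the other groups, with 1 tested gene each, that adjustment changes nothing. The study chose these lists on these samples, so they are not independent evidence of direction.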

Additional GO processes of interest related to metalloprotease gene knockdown can be found in S4 Table in S1 File. 

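Of the genes at an unadjusted p of 0.05 or less in both knockdowns, the GABA receptor subunit match HPB47_024787, a chloride channel on scaffold JABSTQ010009551.1 from 482810 to 529420, had log2 fold changes of -1.71 (SE 0.64) in antigen p23 and the same sign in metalloprotease. F-box/LRR-repeat protein 4 (HPB47_026916), a protein of ubiquitin ligase complexes, had 1, 4 and 8 counts in the antigen p23 libraries and 29, 29 and 37 in the GFP control libraries. The protein kinase HPB47_000550, matched to MAP3K13, had -1.04 (SE 0.45) and -0.80 (SE 0.34).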

Genes co-expressed as a result of proteins p23 and metalloprotease gene knockdown were predominantly associated with GO terms such as ion transmembrane transport, proteolysis, and protein binding.

### Enrichment analysis after silencing antigen p23 in tick midgut

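Proteasome subunits and the mitochondrial respiratory chain rose as lists in antigen p23 midguts. With each gene set relative to its GFP control mean, most antigen p23 libraries lay inside the range of the GFP control libraries. The subunits, which degrade ubiquitin-tagged proteins, had a median log2 fold change of 0.44 (27 of 30 higher, camera adjusted p = 3.91e-05, and adjusted p = 0.601 with an estimated correlation). The alpha subunit match HPB47_000885 averaged 1117 ± 215 CPM (SD, n = 3) against 762 ± 193 CPM in GFP control, and HPB47_020236, also an alpha subunit, had a log2 fold change of 0.77 (SE 0.43). The mitochondrial respiratory chain had a median of 0.20 (23 of 28 higher, camera adjusted p = 0.00533), and lipases, a list of lipase and carboxylesterase domains, a median of 0.10 (10 of 17 higher, camera adjusted p = 0.0287), and both calls were lost with an estimated correlation. With at least 10 counts in every library neither passed (camera adjusted p = 0.0951 for the respiratory chain and 0.293 for lipases), and the lipase call was lost with all 9 libraries in 1 fit (0.194), without the filter (median -1.53) and with DESeq2 (median -0.50). Of 53 lists with at least 5 tested members these 3 and 5 more passed camera, the others being cytosolic ribosomal proteins, translation factors, serpins and serine carboxypeptidases upward and GTPase-activating proteins downward. None of the 8 calls held with an estimated correlation or with fry. Over all genes in edgeR no member of the 3 lists passed, 1 member of the lipase list (HPB47_012061, with a carboxylesterase domain and matched to neuroligin-2) passed in DESeq2, and 1 member of that list and none of the other 2 lists passed when adjusted over the list alone. The count of 8 lists was 2 without GFP control replicate 2, 14 without GFP control replicate 3 and 4 without antigen p23 replicate 1. Without GFP control replicate 2 the medians of the proteasome, the respiratory chain and lipases were 0.22, 0.09 and 0.21 (camera adjusted p = 0.111, 0.365 and 0.138), without GFP control replicate 3 they were 0.75, 0.42 and 0.30, and without antigen p23 replicate 1 they were 0.20, 0.17 and 0.18 (camera adjusted p = 0.0884, 0.0754 and 0.0651). Relative to the GFP control mean, antigen p23 replicates 1, 2 and 3 lay at 0.87, 0.29 and 0.11 for the proteasome, with GFP control replicate 3 at 0.58, and at 0.38, 0.26 and 0.12 for the respiratory chain, with GFP control replicate 3 at 0.42. By median log2 level the respiratory chain stood at 7.21, 7.29 and 6.93 in antigen p23 and 6.87, 7.01 and 6.99 in GFP control. Replicates 1 and 2 lay above the control range on that measure. Proteasome levels were 6.95, 6.12 and 5.74 against 5.55, 5.50 and 6.25, so replicates 2 and 3 stayed inside. Leaving out antigen p23 replicates 1 and 2, a choice made after seeing the data, gave medians of 0.02 for the proteasome and 0.08 for the respiratory chain (camera adjusted p = 0.277 and 0.431). The lipase call also ended without GFP control replicate 1 (camera adjusted p = 0.0620), antigen p23 replicate 3 (0.105, median 0.28) and antigen p23 replicate 2 (0.0539, median -0.09).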

The GSEA method for GO BP, MF and CC terms yielded a total of 96 significantly enriched pathways, including 9 upregulated and 87 downregulated routes (S1 Data). This GSEA analysis following antigen p23 gene knockdown identified significantly upregulated pathways associated with protein production (Fig 3A). These routes included the activation of GO terms such as protein folding, translation, and RNA binding within the ribonucleoprotein complex. 

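Cytosolic ribosomal proteins and translation factors rose as lists with camera after antigen p23 silencing, but not with an estimated correlation or with fry. Of 46 tested cytosolic ribosomal proteins, the parts of the translating ribosome, 44 were higher and 2 lower, with a median log2 fold change of 0.43 (camera adjusted p = 2.51e-09, and adjusted p = 0.601 with an estimated correlation). HPB47_006933, matched to L5 and lying on scaffold JABSTQ010011012.1 from 492079 to 492972, averaged 19182 ± 3751 CPM (SD, n = 3) against 12317 ± 692 CPM, and HPB47_023870, matched to L7a, had a log2 fold change of 0.60 (SE 0.26). Translation factors had a median of 0.27, with 31 of 40 higher (camera adjusted p = 0.00165, and adjusted p = 0.601 with an estimated correlation). The initiation factor 5B match HPB47_020564, which joins the ribosomal subunits, had 0.79 (SE 0.31), and the eIF4G match HPB47_011654, a scaffold of cap binding, had -0.63 (SE 0.31). Folding chaperones were divided, with 23 higher and 21 lower (median 0.05, camera adjusted p = 0.276). The Hsp68 match HPB47_010377, a heat-induced chaperone, had 17, 18 and 20 counts against 1459, 422 and 17. Its DESeq2 adjusted p was 0.00197. No member of these lists passed over all genes in edgeR, and none passed when adjusted over the ribosomal or the translation list alone. The translation factor call ended without GFP control replicate 2 (camera adjusted p = 0.0764). Without antigen p23 replicate 1 the medians were 0.23 for the ribosomal list and 0.16 for translation factors. With each gene set relative to its GFP control mean, ribosomal antigen p23 replicates 2 and 3 lay inside the range of the GFP control libraries. The median log2 levels themselves were 9.80, 9.31 and 9.24 in antigen p23, above the 8.87, 9.03 and 9.10 of GFP control. Whether the groups overlap therefore depends on the measure. After leaving out antigen p23 replicates 1 and 2, chosen once the data were seen, the medians were 0.21 (camera adjusted p = 0.0385) and 0.20 (0.210).

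**Figure D2:**
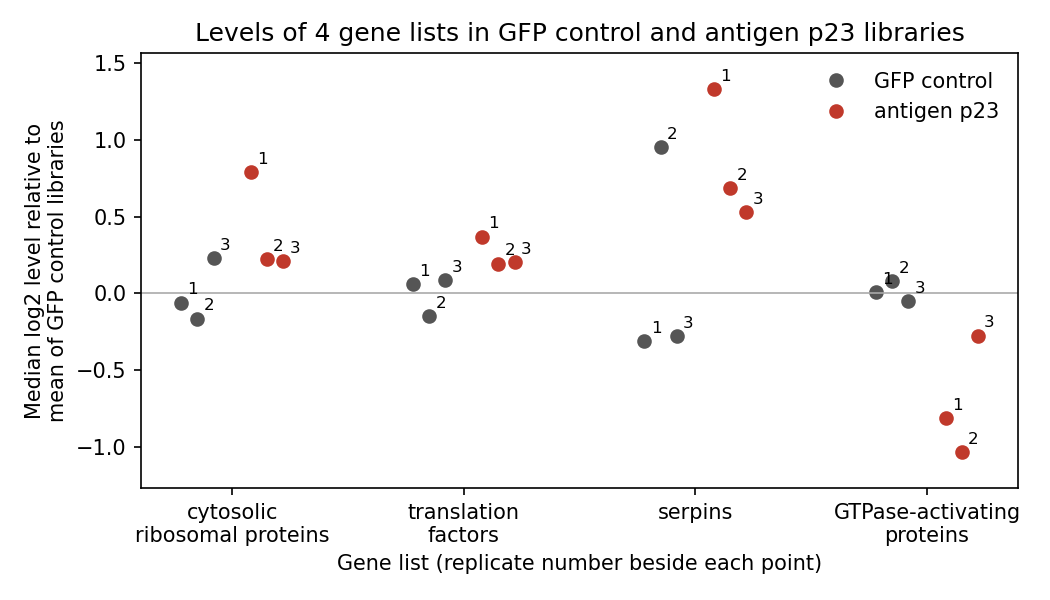
Median log2 level of 4 gene lists in each GFP control and antigen p23 library, relative to the mean of the GFP control libraries, 1 point per library with its replicate number. For cytosolic ribosomal proteins, antigen p23 replicates 1, 2 and 3 lie at 0.79, 0.22 and 0.21, and GFP control replicate 3 lies at 0.23.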

Significantly suppressed biological and functional pathways were categorized into one of the following five groups: ion transport, lipid metabolism, catalytic activity, protein modification, and G-protein activity (Fig 3A). Ion transmembrane transport accounted for the pathway with the lowest normalized enrichment score (NES, −2.02), which corresponded to the suppression of neurotransmitter sodium-symporters activity. 

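Sodium:neurotransmitter symporters, which take up amines and amino acids with sodium, were divided after antigen p23 silencing. HPB47_004761, on scaffold JABSTQ010010731.1 from 73004 to 88400, had 0, 0 and 2 counts in antigen p23 and 34, 45 and 31 in GFP control, a 39.4-fold ratio (95% counting interval 10.6 to 329). Its log2 fold change was -5.13 (SE 1.38, adjusted p = 0.964 from edgeR). HPB47_027464 had -2.46 (SE 1.53) and HPB47_008278 had -0.44 (SE 0.53). Of 9 tested members 5 were higher and 4 lower. The median was 0.02, the mean -0.78, and camera, whose direction was down, did not pass (adjusted p = 0.332). None passed over all genes in edgeR or DESeq2, and 1 passed when adjusted over the list alone.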

The suppression of lipidic biosynthetic processes (NES = −1.34) was mainly related to a reduction in the production of glycerophospholipids (NES = −1.76), particularly phosphatidylinositol (PI, NES = −1,82). 

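Enzymes of phospholipid synthesis and of phosphoinositide turnover were divided between higher and lower values. Of 16 tested phospholipid synthesis enzymes 7 were higher and 9 lower in antigen p23 (median log2 fold change -0.06, camera adjusted p = 0.451). Of 25 enzymes of phosphoinositide metabolism 11 were higher and 14 lower (median -0.03, camera adjusted p = 0.960). The phosphoinositide genes with the smallest p values were the class II PI3-kinase match HPB47_025066, with a log2 fold change of -0.79 (SE 0.37), and the PI4-kinase beta match HPB47_003565, with 1.07 (SE 0.62). Neither passed an adjusted p of 0.05 in edgeR or DESeq2, and no enzyme passed when adjusted over its list alone.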

Catalytic activity was driven by the suppression of protein tyrosine phosphatase (PTP) activity (NES = −1.28), which catalyzes dephosphorylation (NES = −1.31), a key protein modification mechanism. 

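Most protein tyrosine phosphatases, which remove phosphate from tyrosines, had lower values in antigen p23, without passing the test. Of 10 tested members 8 were lower and 2 higher, with a median log2 fold change of -0.44 (camera adjusted p = 0.230). The non-receptor phosphatase match HPB47_015486 averaged 18.9 ± 16.4 CPM (SD, n = 3) against 50.8 ± 4.94 CPM in GFP control, a log2 fold change of -1.42 (SE 0.60), and HPB47_022175, of the same kind, had -0.63 (SE 0.35). Protein kinases, the opposing enzymes, had a median of -0.23 over 126 tested members, 83 of them lower (camera adjusted p = 0.0790). No member of either list passed over all genes in edgeR or DESeq2, or when adjusted over the list alone.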

The downregulation observed in cell communication (NES = −1.29) and response to stimuli (NES = −1.25) seems to be associated with a reduction in G-protein-coupled receptor (GPCR) signaling pathway activity (NES = −1.12). Furthermore, the GSEA KEGG analysis identified four significantly enriched biochemical pathways (S1 Data), with three activated pathways including phagosome (NES = 1.46), nucleotide excision repair (NER, NES = 1.38) and nucleocytoplasmic transport (NCT, NES = 1.35), and one suppressed route, the transforming growth factor-β (TGF-β) signaling pathway (NES = −1.47). 

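GTPase-activating proteins, which switch off signalling proteins that bind GTP, fell as a list in antigen p23. Of 39 tested members 32 were lower and 7 higher, with a median log2 fold change of -0.59 (camera adjusted p = 0.0171, and adjusted p = 0.601 with an estimated correlation). The neurofibromin match HPB47_009457, a Ras-inactivating protein, had a log2 fold change of -1.55 (SE 0.95). The TBC1 domain protein HPB47_024924 had 6, 0 and 11 counts against 12, 178 and 9. No member passed over all genes in edgeR or DESeq2, or when adjusted over the list alone. The list's camera call was lost without GFP control replicate 2 (adjusted p = 0.136), antigen p23 replicate 1 (0.0651) or antigen p23 replicate 2 (0.0539), with at least 10 counts in every library (0.123) and with DESeq2 (0.134). With antigen p23 replicates 1 and 2 left out, a choice made after seeing the data, the median was -0.29 (camera adjusted p = 0.619). Antigen p23 replicates 1, 2 and 3 lay at -0.81, -1.03 and -0.28 relative to the mean of the GFP control libraries. By median log2 level they stood at 2.67, 2.11 and 3.45 against 3.80, 3.83 and 3.40 in GFP control, so replicate 3 lay inside.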

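Nucleotide excision repair and nuclear transport genes showed no common direction in antigen p23. Of 5 tested repair proteins 2 were higher and 3 lower (median log2 fold change -0.06, camera adjusted p = 0.828). Of 41 nuclear pore proteins and transport receptors 18 were higher and 23 lower (median -0.04, camera adjusted p = 0.960). The transportin match HPB47_000242, an import receptor, had a log2 fold change of -1.93 (SE 1.32), and HPB47_024219, matched to the repair protein ERCC-6, had -2.90 (SE 1.55). Neither passed an adjusted p of 0.05 in edgeR or DESeq2.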

The activation of ER-mediated phagocytic routes revealed the upregulation of F-actin and several vATPase transcripts (S1 Fig in S1 File). 

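Actin and V-ATPase genes included single members with higher counts in antigen p23. The actin match HPB47_002340, on scaffold JABSTQ010010317.1 from 920454 to 920903, averaged 10887 ± 2279.5 CPM (SD, n = 3) against 6513 ± 311 CPM in GFP control, a log2 fold change of 0.74 (SE 0.28, adjusted p = 0.964 from edgeR). Its neighbour HPB47_002339, which may share reads with it, averaged 6170.0 ± 280.4 and 4249.6 ± 237 CPM. Of 8 tested actins 6 were higher (median 0.15, camera adjusted p = 0.0883). The V-ATPase subunits, parts of the proton pump that acidifies vesicles, had a median of 0.24, with 7 of 12 higher (camera adjusted p = 0.0787). Subunit G (HPB47_014707) had a log2 fold change of 1.04 (SE 0.42) and subunit a1 (HPB47_003217) had 0.90 (SE 0.41). Over all genes in edgeR or DESeq2, or adjusted over either list alone, no member passed.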

The induction of NER and NCT pathways is connected to protein synthesis processes, particularly translation, as identified in the GSEA GO analysis. The downregulation of the TGF-β signaling pathway is associated with Smad transcription factors (S2 Fig in S1 File).

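Smad proteins, the transcription factors of TGF-β signaling, had lower values in antigen p23 in 4 of 6 tested genes. The median log2 fold change was -0.58, and the list did not pass (camera adjusted p = 0.276). The Mad homolog 3 match HPB47_003496 averaged 10.4 ± 9.97 CPM (SD, n = 3) against 28.6 ± 6.34 CPM in GFP control, a log2 fold change of -1.45 (SE 0.69), and the Mad homolog 7 match HPB47_009996 had -0.72 (SE 0.74). No Smad gene passed over all genes in edgeR or DESeq2, or when adjusted over the list alone.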

**Fig 3:**
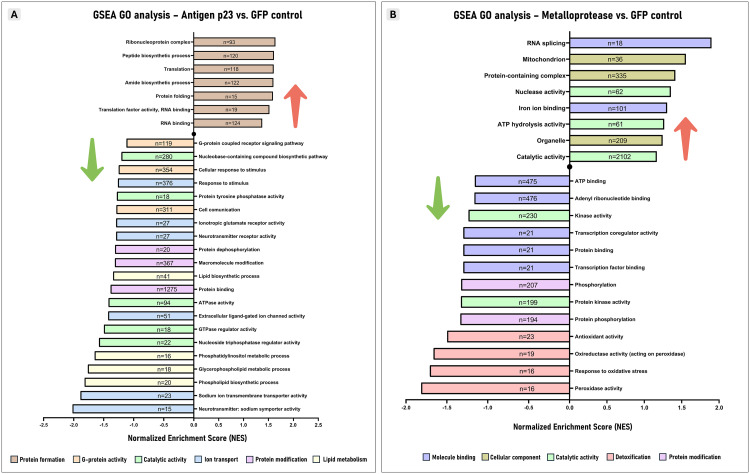
Tick gut transcriptome enrichment analysis following the ablation of endogenous antigen p23 (A) and metalloprotease (B) by RNAi. **(A)** Bar plot of gene set enrichment analysis (GSEA) using the gene ontology (GO) biological process (BP), molecular function (MF) and cellular component (CC) databases, following antigen p23 gene knockdown. **(B)** Bar plot of GSEA method using the GO BP, MF and CC databases, following metalloprotease gene knockdown. These plots highlight the most relevant and specific GO terms for each enriched gene set, separated by upregulated (positive NES values) and downregulated (negative NES values) pathways when comparing the silenced groups to the GFP control group. All enriched pathways can be found in S1 and S2 Datas.

### Enrichment analysis after partial knockdown of metalloprotease in tick midgut

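Proteasome subunits and mitochondrial ribosomal proteins, which build the ribosomes of mitochondria, rose as lists with camera in metalloprotease midguts. Yet the median log2 proteasome levels of metalloprotease replicates 1, 2 and 3 (5.93, 5.98 and 6.12) lay inside the GFP control range (5.55, 5.50 and 6.25). Those of mitochondrial ribosomal proteins were 6.28, 6.14 and 6.41 against 6.20, 5.95 and 6.27, so replicate 2 lay inside. Proteasome subunits had a median log2 fold change of 0.20 (24 of 30 higher, camera adjusted p = 0.00707, and adjusted p = 0.997 with an estimated correlation). PSMA7 (HPB47_006393) had 0.72 (SE 0.29). Mitochondrial ribosomal proteins had a median of 0.16 (28 of 36 higher, camera adjusted p = 0.0156), a call also lost with an estimated correlation. Among the second list, S33 (HPB47_022797) had 1.07 (SE 0.44). Of 53 lists tested with camera these 2, sulfotransferases (upward) and animal haem peroxidases (downward) passed. None of the 4 calls held with an estimated correlation or with fry. No member of these 2 lists passed over all genes in edgeR or DESeq2, or when adjusted over the list alone. The count of 4 lists was 0 without GFP control replicate 2, 1 without metalloprotease replicate 3, 7 without GFP control replicate 1 or metalloprotease replicate 1, and 10 without GFP control replicate 3. The proteasome median was 0.08 without GFP control replicate 1 (camera adjusted p = 0.142), 0.05 without GFP control replicate 2 (0.950), 0.63 without GFP control replicate 3 and 0.11 without metalloprotease replicate 3 (0.408). That of mitochondrial ribosomal proteins was 0.28 without GFP control replicate 2 (camera adjusted p = 0.184), 0.10 without metalloprotease replicate 1 (0.174) and 0.27 without metalloprotease replicate 2, and its call also ended without metalloprotease replicate 3 (0.231). Neither list passed without GFP control replicate 2 and metalloprotease replicate 1, chosen after seeing the data (camera adjusted p = 0.669 for the proteasome and 0.338 for the ribosomal list).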

The GSEA method for GO BP, MF and CC terms identified 24 significantly enriched gene sets, comprising 8 upregulated and 16 downregulated pathways (S2 Data). 

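Splicing factors and small nuclear ribonucleoproteins leaned upward in metalloprotease without passing the test. Of 51 tested members 34 were higher and 17 lower, with a median log2 fold change of 0.06 (camera adjusted p = 0.560). Prp31 (HPB47_004998), a factor needed to assemble the spliceosome, averaged 14.5 ± 1.90 CPM (SD, n = 3) against 8.04 ± 2.13 CPM in GFP control, a log2 fold change of 0.85 (SE 0.36). The U5 snRNP 40 kDa match HPB47_000751 had 1.04 (SE 0.53). No member passed over all genes in edgeR or DESeq2, or when adjusted over the list alone.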

Ablation of endogenous metalloprotease led to the upregulation of several biological and functional routes associated with RNA splicing (NES = 1.74, Fig 3B). This process appears to be energetically driven by heightened ATP hydrolysis activity (NES = 1.16) in the mitochondrion (NES = 1.42), catalyzed by nucleases (NES = 1.24) and influenced by iron homeostasis (NES = 1.19). 

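Respiratory chain genes had a median near 0 in metalloprotease. Of 29 tested members 22 were higher, with a median log2 fold change of 0.04 (camera adjusted p = 0.335). The list passed without GFP control replicate 3 (median 0.32, camera adjusted p = 0.00695) or metalloprotease replicate 1 (0.25, adjusted p = 0.00750), and its median was -0.16 without GFP control replicate 2. NDUFB7 (HPB47_009127), a subunit of complex I, had a log2 fold change of 0.66 (SE 0.27). The ferritin match HPB47_026848, which stores iron, averaged 3164 ± 736 CPM (SD, n = 3) against 2636 ± 372 CPM in GFP control, a log2 fold change of 0.26 (SE 0.29). Neither gene passed an adjusted p of 0.05 in edgeR or DESeq2, and no respiratory chain member passed when adjusted over the list alone.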

Significantly suppressed pathways were classified into one of the following four categories: detoxification, protein modification, catalytic activity and molecule binding (nucleotide and protein) (Fig 3B). Detoxification processes presented the lowest NES pathway values, with a reduction in peroxidase activity (NES = −1.81) leading to a decreased response to oxidative stress (NES = −1.71) and reduced antioxidant activity (NES = −1.49). In contrast to antigen p23 silencing, catalytic activity following metalloprotease ablation was driven by the suppression of protein kinase activity, responsible for catalyzing phosphorylation. 

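Animal haem peroxidases fell as a list in metalloprotease, and other antioxidant enzymes were divided. Of 5 tested haem peroxidases 4 were lower, with a median log2 fold change of -0.82 (camera adjusted p = 0.0307, and adjusted p = 0.997 with an estimated correlation). The peroxidasin match HPB47_000834, which crosslinks extracellular matrix, had a log2 fold change of -1.39 (SE 0.63), a peroxidasin homolog (HPB47_023908) had -0.82 (SE 0.41) and the chorion peroxidase match HPB47_002737 had -0.94 (SE 0.61). Peroxidases and peroxiredoxins together had a median of 0.00 and a mean of -0.23 (camera, downward, adjusted p = 0.344). The superoxide dismutase match HPB47_004168 had 1.67 (SE 0.65) and the glutathione S-transferase HPB47_024989 had 1.03 (SE 0.53). No member of these lists passed over all genes in edgeR or DESeq2, and no haem peroxidase passed when adjusted over the list alone. The haem peroxidase camera call ended without GFP control replicate 2 (adjusted p = 0.447) and without metalloprotease replicate 1 (0.0508), 2 (0.172) or 3 (0.255), and with all 9 libraries in 1 fit (0.143), no filter (0.0996) or DESeq2 (0.126). Its median was -0.13 without the filter and -0.08 with DESeq2.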

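Protein kinases had lower values in metalloprotease in 82 of 134 tested genes, with a median log2 fold change of -0.06 (camera adjusted p = 0.545). The MAPKKK match HPB47_021636 had a log2 fold change of -0.82 (SE 0.43), and MAP3K13 (HPB47_000550), a kinase upstream of JNK, averaged 20.0 ± 5.70 CPM (SD, n = 3) against 35.0 ± 7.13 CPM in GFP control. Protein tyrosine phosphatases had a median of -0.08 (camera adjusted p = 0.751). Neither list passed, and no kinase passed over all genes in edgeR or DESeq2, or when adjusted over the list alone.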

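Mediator subunits, which link transcription factors to RNA polymerase II, were evenly divided in metalloprotease. Of 18 tested members 9 were higher and 9 lower than in GFP control, with a median log2 fold change of 0.00 (camera adjusted p = 0.993). MED14 (HPB47_003182) had a log2 fold change of -1.25 (SE 0.49) and MED29 (HPB47_011553) had 0.95 (SE 0.39). Neither passed an adjusted p of 0.05 in edgeR or DESeq2, and no member passed when adjusted over the list alone.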

Significant suppression of pathways associated with transcription coregulator activity (NES = −1.30) was also observed. In addition, the GSEA KEGG analysis revealed 3 significantly enriched biochemical pathways (S2 Data), with the activation of phagosome and NER pathways, and the suppression of the Wnt signaling pathway.

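Wnt pathway and repair genes had medians near 0 in metalloprotease. Of 8 tested Wnt ligands and receptors 4 were higher and 4 lower (median log2 fold change -0.10, camera adjusted p = 0.755). The Wnt-5b match HPB47_000760, a secreted ligand, had -2.29 (SE 1.65), and the frizzled match HPB47_011896, a Wnt receptor, averaged 747 ± 498 CPM (SD, n = 3) against 1036 ± 298 CPM in GFP control. Nucleotide excision repair proteins had a median of -0.09 (camera adjusted p = 0.993), and V-ATPase subunits a median of 0.02 (camera adjusted p = 0.335). With DESeq2 the V-ATPase list passed camera, at a median of 0.32 (adjusted p = 0.0489). The catalytic subunit A (HPB47_020226) had a log2 fold change of 0.57 (SE 0.26).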

### Validation of transcriptomics data

For the validation of transcriptomics analysis following antigen p23 gene knockdown, four DEGs were selected based on their predicted biological function, comprising one upregulated and three downregulated DEGs (Table 1). While the overexpressed ribosomal protein L24 (RPL-24) was associated with protein formation, the selected suppressed DEGs, aurora kinase-like (Aur), mitochondrial phosphatidate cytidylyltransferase (CDS) and allatostatin type A receptor (AstA) were connected to catalytic activity/protein modification, lipid metabolism and G-protein activity, respectively. 

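RPL-24 counts were higher and those of Aur, CDS and AstA lower in the antigen p23 libraries than in the GFP control libraries. RPL-24 (HPB47_017850), whose best match is the mitochondrial ribosomal protein L24, lies on scaffold JABSTQ010006825.1 from 34225 to 38923 and averaged 263 ± 29.6 CPM (SD, n = 3) against 161 ± 33.6 CPM. Its log2 fold change was 0.71 (SE 0.29, adjusted p = 0.964 from edgeR). Aur (HPB47_014629), matched to the mitotic kinase Aurora A, had 8, 0 and 6 counts against 34, 117 and 41, a log2 fold change of -3.14 (SE 1.13). CDS (HPB47_023844), an enzyme of cardiolipin synthesis, had 1, 0 and 2 counts against 12, 19 and 9, a 9.55-fold ratio (95% counting interval 3.04 to 48.2). AstA (HPB47_005012), a receptor for allatostatin peptides, had 0, 0 and 0 counts against 10, 17 and 1, which is at least 6.68-fold lower. CDS and AstA were too weakly expressed for edgeR's filter, and none of the 4 genes passed an adjusted p of 0.05 in edgeR or DESeq2. In unadjusted terms 2 of them passed in edgeR and 4 in DESeq2. For all 4 genes the groups did not overlap, which chance gives for 10% of genes (exact permutation p = 0.1, the smallest possible), but the study chose them on these samples, so this is not independent evidence.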

RT-qPCR genetic expression matched the results from RNA-seq analysis, revealing a 100% correlation of expression patterns (Fig 4A). Further analysis in the salivary glands indicated that the target gene expression changes observed in this tissue mirrored those seen in the midgut when compared to the GFP control group (Fig 4A).

**Fig 4:**
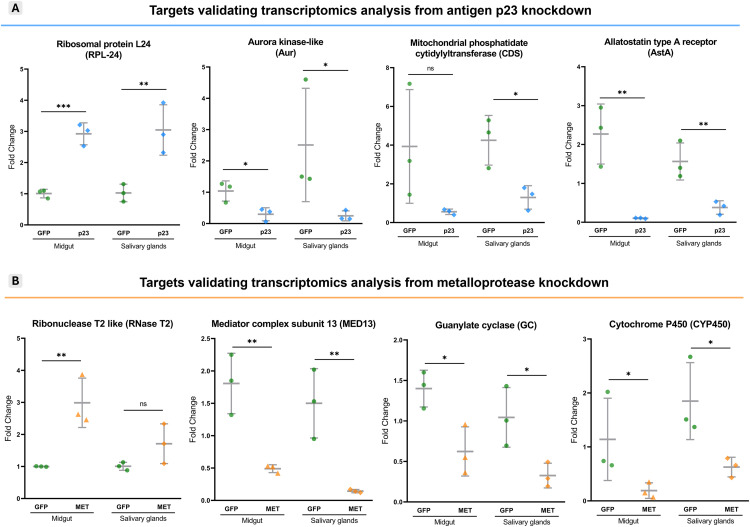
Corroboration of mRNA levels for target differentially expressed genes (DEGs) following antigen p23 (A) and metalloprotease (B) gene knockdown. A total of eight DEGs (four/group) were selected to validate RNA-seq analysis via reverse transcriptase quantitative PCR (RT-qPCR), including two upregulated and six downregulated DEGs, matching the observed expression patterns in midgut. Further analysis of salivary gland tissue detected the same transcriptional profiles in both antigen p23 and metalloprotease-silenced groups. * p < 0.05, ** p < 0.01, *** p < 0.001, ns: not significant.

Transcriptomics data validation following metalloprotease knockdown leaned on the expression of four DEGs, with one upregulated and three downregulated genes (Table 2). While the overexpressed ribonuclease T2 like (RNase T2) was associated with catalytic activity, the selected suppressed DEGs, mediator complex subunit 13 (MED13), guanylate cyclase (GC) and cytochrome P450 (CYP450) were linked to molecule binding, catalytic activity and detoxification. 

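RNase T2 counts were higher and those of MED13, GC and CYP450 lower in the metalloprotease libraries than in the GFP control libraries. RNase T2 (HPB47_001654), a secreted ribonuclease on scaffold JABSTQ010010213.1 from 237430 to 268934, had 22, 16 and 14 counts against 0, 4 and 2 and was too weakly expressed for edgeR's filter. MED13 (HPB47_027399), a subunit of the Mediator kinase module, averaged 19.3 ± 0.656 CPM (SD, n = 3) against 34.2 ± 8.49 CPM, a log2 fold change of -0.83 (SE 0.31, adjusted p = 1.00 from edgeR). GC (HPB47_008153), whose best match is an insulin-like peptide receptor, averaged 2.36 ± 1.45 and 9.88 ± 2.37 CPM, a log2 fold change of -2.11 (SE 0.64). CYP450 (HPB47_019282), a cytochrome P450 with thromboxane-A synthase as its best match, averaged 1.88 ± 1.35 and 9.23 ± 5.33 CPM, a log2 fold change of -2.27 (SE 0.69). None of the 4 genes passed an adjusted p of 0.05 in edgeR or DESeq2, and in unadjusted terms 3 passed in edgeR and 4 in DESeq2. For all 4 genes the groups did not overlap, which chance gives for 10% of genes (exact permutation p = 0.1, the smallest possible), but they too were chosen by the study on these samples. Over the 8 genes of Tables 1 and 2, the count at unadjusted p in edgeR was 5, and it was 3 without GFP control replicate 1 or GFP control replicate 2.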

The significant RT-qPCR results also corroborate midgut RNA-seq analysis following the partial knockdown of metalloprotease and match the target expression pattern observed in the salivary glands, where metalloprotease was fully silenced (Fig 4B).

## Discussion

Deepening the understanding of tick physiology and cellular processes can further enhance knowledge of tick-host interactions, which are becoming increasingly important in both medical and veterinary research [44]. This study focused on the functional characterization of salivary and midgut biomolecules antigen p23 (A0A0K8RKR7) and metalloprotease (A0A0K8RCY8) in *I. ricinus* ticks, which are known enablers of the tick feeding process [16,18]. Although silencing the expression of these biomolecules did not result in any significant phenotypic changes in tick feeding and reproduction, midgut transcriptomics analysis revealed several biologically and metabolically relevant changes. Silencing antigen p23 gene expression led to the identification of significantly upregulated pathways associated with protein production, whereas suppressed routes were primarily involved in ion transport, lipid metabolism, catalytic activity, protein modification, and G-protein activity. Partial knockdown of metalloprotease resulted in the upregulation of pathways related to RNA splicing, while significantly suppressed routes associated with detoxification, protein modification, catalytic activity and molecule binding.

Interestingly, silencing the expression of antigen p23 resulted in higher tick detachment rates, which may reflect compensatory upregulation of other salivary components involved in tick feeding or the removal of a regulatory checkpoint associated with it. Alternatively, the absence of host immune or physiological factors due to the use of artificial feeding systems could have affected this result. On the other hand, oviposition was generally low across all experimental groups, with only a small proportion of ticks successfully laying eggs. This finding highlights that silencing the expression of antigen p23 and metalloprotease does not significantly impact tick reproductive fitness. The use of artificial feeding systems may contribute to the overall low oviposition, suggesting that host-derived factors may be critical for egg maturation and deposition. Although antigen p23 and metalloprotease do not appear to be crucial proteins for tick feeding and reproduction, they present allergenic potential in the zebrafish model of AGS and therefore may play a key role in disease pathogenesis [19,20].

Several studies have shown that the recombinant protein antigen p23 from *I. scapularis* exhibits anticoagulant activity, participating in the early stages of blood coagulation by delaying thrombin generation, thus interfering with host coagulation mechanisms to promote optimal tick feeding [18,45,46]. The coagulation cascade further involves a chain of serine proteases that are activated through proteolytic cleavage, resulting in biochemical amplification [47,48]. 

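Serpins, suicide inhibitors of serine proteases, rose as a list in the antigen p23 midguts. Of 21 tested serpins 18 were higher and 3 lower than in GFP control, with a median log2 fold change of 0.58 (camera adjusted p = 3.51e-06, and adjusted p = 0.601 with an estimated correlation). HPB47_008072, matched to intracellular coagulation inhibitor 1 and lying on scaffold JABSTQ010011150.1 from 877406 to 878806, averaged 4562 ± 372 CPM (SD, n = 3) against 1319 ± 828 CPM, a log2 fold change of 1.79 (SE 0.45, adjusted p = 0.964 from edgeR). The serpin HPB47_008346, matched to intracellular coagulation inhibitor 2, had 2.06 (SE 0.68), the serpin-domain gene HPB47_027205 had 1.65 (SE 0.51) and the leukocyte elastase inhibitor match HPB47_027208 had 1.22 (SE 0.44). The Kunitz-type inhibitor match Boophilin (HPB47_003913), a thrombin inhibitor, had 1.90 (SE 0.81), and the Serpin B4 match HPB47_007311 had 2.71 (SE 1.02). None passed over all genes in edgeR or DESeq2. 5 serpins had an unadjusted p of 0.05 or less, and none passed when adjusted over the list alone. The list's median was 1.53 without GFP control replicate 2 and 0.06 without antigen p23 replicates 1 and 2, the latter a choice made after seeing the data, with a camera adjusted p of 0.0155. With each gene set relative to its GFP control mean, antigen p23 replicates 2 and 3 (0.68 and 0.53) lay below GFP control replicate 2 (0.95). By median log2 level the order differed. Antigen p23 stood at 6.05, 5.49 and 5.55, above GFP control at 4.97, 5.38 and 5.25. Without the filter on low counts, HPB47_008072 passed in edgeR (adjusted p = 0.00393). Of the paper's 6 genes with serine-type endopeptidase activity, 5 were tested, all 5 were higher, 4 had an unadjusted p of 0.05 or less and 3 passed when adjusted over the list alone, which is not independent evidence, since the study chose them on these samples.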

Our antigen p23 gene knockdown studies in *I. ricinus* revealed the upregulation of six serine-type endopeptidase inhibitors, which act as anti-coagulants [49], thereby providing evidence for functional redundancy. This activity is also supported by the detection of enriched pathways related to heightened protein production and the activation of serine-type peptidases and metallopeptidases, potential modulators of coagulation [47,50]. Moreover, silencing antigen p23 in tick midgut led to the suppression of pathways associated with ion transport, lipid metabolism, catalytic activity, protein modification, and G-protein activity. In this sense, the downregulation of neurotransmitter homeostasis in the midgut could potentially impact nutrient absorption, gut mobility, and the microbiome [51–53]. The inhibition of the PI cellular lipidic molecules could tremendously affect cell regulation by disrupting membrane dynamics, tampering ion transport and altering cellular signaling [54,55]. The suppression of PTP activity could interfere not only with cellular proliferation and differentiation processes [56,57], but also with cellular signaling by catalyzing the dephosphorylation of downstream proteins [58]. Finally, inhibiting the GPCR signaling pathway can potentially alter physiological processes, including stress response and feeding behaviors [59]. The inhibition of this pathway could be correlated with the metabolic activation of ER-mediated phagocytic routes, which potentially targets host cells undergoing necrotic or apoptotic processes [60]. Ultimately, antigen p23 in the tick midgut appears to play a functional role in cell homeostasis, primarily by participating in regulatory and signaling processes essential for cell viability.

Tick metalloproteases exhibit proteolytic, metal-dependent activity and have been shown to regulate blood meal uptake due to their anti-clotting activity at the site of attachment [17,50,61]. *I. ricinus* metalloproteases were found to interfere with blood meal completion *in vivo* and modulate fibrinolysis in salivary glands extracts [16,62]. 

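Carboxypeptidase N, a legumain and a neprilysin had higher counts in the metalloprotease group than in GFP control. The carboxypeptidase N match HPB47_026288, which trims terminal basic residues, averaged 14.6 ± 19.6 CPM (SD, n = 3) against 2.73 ± 1.49 CPM, a log2 fold change of 2.42 (SE 1.05, adjusted p = 1.00 from edgeR). The legumain HPB47_028387, a cysteine protease that cuts after asparagine, had 2.30 (SE 1.03). HPB47_010253, matched to the metalloprotease neprilysin-2, had 5, 27 and 27 counts against 1, 6 and 3 and was too weakly expressed for edgeR's filter. Of the 3 proteolysis genes 2 were tested, both had positive log2 fold changes, and neither had an unadjusted p of 0.05 or less in edgeR or an adjusted p of 0.05 in DESeq2. The study chose these genes on these samples, so their direction is not independent evidence.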

We detected three functionally redundant, upregulated proteolytic enzymes with carboxypeptidase and endopeptidase activities. The overexpression of these molecules potentially compensates for metalloprotease silencing, and as a result, ticks did not show any changes in feeding patterns, except for slightly lower average weights. Nevertheless, there were significantly suppressed pathways associated with detoxification, protein modification, catalytic activity and molecule binding. The reduction of oxidoreductase activity found in the midgut cells could likely increase their vulnerability to oxidative stress, leading to the buildup of reactive oxygen species (ROS) that could cause cellular damage, impair barrier function, and trigger inflammatory responses [63,64]. Additionally, the downregulation of the Wnt signaling metabolic pathway could be modulated by this oxidative distress context, resulting in reduced cell proliferation and even increased susceptibility to death [65]. On the other hand, the reduction in the catalytic post-translational regulatory process of phosphorylation could impair cellular mechanisms such as protein synthesis, cell division, signal transduction, enzyme activation, and cell growth [66]. Moreover, the suppression of transcription coregulator activities, which are commonly regulated by protein phosphorylation, can further lead to changes in cell behavior [67]. Overall, metalloprotease in the tick midgut appears to be involved in regulating the cellular response to oxidative stress, thereby reducing cell damage and promoting regular cell proliferation, growth and behavior. Nevertheless, these biological and metabolic changes in the tick midgut need to be cautiously interpreted due to the lack of complete metalloprotease gene silencing, possibly due to the larger presence of other protein isoforms in this tissue [16]. However, the target expression patterns analyzed by RT-qPCR in the midgut and the salivary glands fully matched, further strengthening the credibility of our transcriptomics findings and the overall effects observed following RNAi.

## Conclusions and limitations

Although this study advances our understanding of the functional role of tick proteins antigen p23 and metalloprotease, there are several limitations that need to be considered. Viable tick detachment was low and inconsistent in the GFP control group, potentially indicating experimental handling errors that could have influenced the outcomes and affected tick physiology. Moreover, the artificial membrane feeding system does not fully replicate natural tick-host interactions, which may affect the natural regulation of salivary gland proteins and host-pathogen interactions, potentially leading to differences in tick transcriptome compared to those observed under natural feeding conditions on a live host. Mapping the transcriptome directly to *I. ricinus* was not possible, as the required “gff.gz” file for reference-based analyses has not yet been generated for this species. In this sense, *I. persulcatus* was used as reference genome, which may introduce inaccuracies in gene annotation, expression analysis and functional interpretation. Mapping rates were higher with *I. persulcatus* than with *I. scapularis*, supporting its use as a suitable reference genome for this study. However, these limitations were minimized by validating RNA-seq results with RT-qPCR analysis. *De novo* transcriptome assembly was not possible to conduct due to financial constraints. As previously mentioned, the expression of the metalloprotease was not fully silenced in the midgut, therefore the results should be interpreted with caution. Transcriptomics analysis of the salivary gland tissue following RNAi could not be performed, as the RNA samples did not meet the quality control standards required by the sequencing service. However, expression patterns between midgut and salivary glands were similar. Despite these limitations, this study contributes to a broader understanding of tick physiology, particularly the involvement of antigen p23 and metalloprotease in midgut cellular processes. Although assessing transcript reduction provides a direct and reliable measure of RNAi efficacy and has been validated [21,30], future studies should consider using a larger number of ticks to evaluate protein levels in response to RNAi.

Tick-host interactions are shaped by long-term co-evolution and involve diverse tick salivary proteins that modulate the host immune system, hemostasis and tissue repair, key processes in successful tick feeding and pathogen transmission [44]. This study focused on the functional roles of midgut and salivary proteins antigen p23 and metalloprotease in *I. ricinus* females using RNAi. Silencing of antigen p23 did not translate in clear phenotypic changes, possibly due to compensatory mechanisms such as functional redundancy, therefore masking broader physiological effects. Nevertheless, transcriptomic analysis revealed that antigen p23 silencing affected midgut pathways involved in ion transport, lipid metabolism, catalytic activity, protein modification, and G-protein activity, highlighting the role of antigen p23 in maintaining cell homeostasis through regulatory and signaling processes. Interestingly, metalloprotease was fully silenced in the salivary glands but not in the midgut, where the gene expression level resembled that of the GFP control group. No changes were observed in feeding behavior or oviposition, potentially due to functional redundancy or a non-essential role in these functions. Profiling of the midgut transcriptome following metalloprotease silencing revealed suppression of pathways related to detoxification, protein modification, catalytic activity, and molecule binding. This suggests that metalloprotease in the tick midgut participates in the cellular response to oxidative stress, minimizing cell damage and supporting cell survival and proliferation. The study of medically relevant tick proteins and their role in tick physiology paves the way into a binomial course of action. These efforts can either drive the development of new therapeutic agents derived from tick salivary/midgut compounds, or the design of vaccines aimed at blocking pathogen transmission and even AGS sensitization.

## Supporting information

S1 File Supporting Information (S1 Table, S2 Table, S3 Table, S4 Table, S1 Fig., S2 Fig.).

S1 Data Transcriptomics data analysis, including DEGs, functional gene profiling, GSEA GO and GSEA KEGG, following antigen p23 gene knockdown by RNAi in female *Ixodes ricinus* tick midgut.

S2 Data Transcriptomics data analysis, including DEGs, functional gene profiling, GSEA GO and GSEA KEGG, following metalloprotease gene knockdown by RNAi in female *Ixodes ricinus* tick midgut.

# Supplementary material for: Transcriptomics insights into the functional role of tick Ixodes ricinus proteins metalloprotease and antigen p23
**Source:** PLoS One. 2025 Nov 14;20(11):e0336570. doi: 10.1371/journal.pone.0336570

Supporting information for

Transcriptomics insights into the functional role of tick *Ixodes ricinus* proteins metalloprotease and antigen p23

Rita Vaz-Rodrigues¹, Vincent C. Duru^{2,3}, Ard M. Nijhof^{2,3}, José de la Fuente^{1,4*}

Datasets

S1 Dataset. Transcriptomics data analysis, including DEGs, functional gene profiling, GSEA GO and GSEA KEGG, following antigen p23 gene knockdown by RNAi in female *Ixodes ricinus* tick midgut.

S2 Dataset. Transcriptomics data analysis, including DEGs, functional gene profiling, GSEA GO and GSEA KEGG, following metalloprotease gene knockdown by RNAi in female *Ixodes ricinus* tick midgut.

Tables

S1 Table. Primer sequences used for validation of target differentially expressed genes (DEGs) mRNA expression levels following antigen p23 gene knockdown in *Ixodes ricinus* tick midgut.

Target	IDs	Amplicon size	Primer forward (5'-3')	Primer reverse (5'-3')
Ribosomal protein L24 (RPL-24)	HPB47_017850<br>IPEI_008270	131	ACTACTGGACGATTCACGGACTG	GAGGGAGGGCCAGTACTTGTT
Aurora kinase-like (Aur)	HPB47_014629<br>IPEI_004155	186	CAGATTGGCCAGATCATGGTGATG	CAGCTCTCCTTTGGGTGCGTA
Allatostatin type A receptor (AstA)	HPB47_005012<br>IPEI_017506	112	AACAGAGGGCGGAAGTTTTGAA	TATGGATTCTGGCAGAGCCGTC
Mitochondrial phosphatidate cytidyltransferase (CDS)	HPB47_023844<br>IPEI_010956	77	CGGCGTTGTCTGGAGATCAAGTT	AGTGAAGGGAATTCCACAGACCTGC

S2 Table. Primer sequences used for validation of target differentially expressed genes (DEGs) mRNA expression levels following metalloprotease partial gene knockdown in *Ixodes ricinus* tick midgut.

Target	IDs	Amplicon size	Primer forward (5'-3')	Primer reverse (5'-3')
Ribonuclease T2 like (RNase T2)	HPB47_001654<br>IPEI_008270	131	ACTACTGGACGATTCACGGACTG	GAGGGAGGGCCAGTACTTGTT
Mediator complex subunit 13 (MED13)	HPB47_027399<br>IPEI_017802	159	GCCTCTTCCACGACCGCTAT	TGTGGTCCTGCTGGAAGGTG
Guanylate cyclase (GC)	HPB47_008153<br>IPEI_016458	140	TACTGCTCAGGGCAAGGAAGACA	CCTGGAAAGTTTCGATCGTCGTGC
Cytochrome P450 (CYP450)	HPB47_019282<br>IPEI_017052	119	CATGATCGAAGCCAAGCAGTCC	TAAACCCGTTGGCGAGCTGTGA

S3 Table. Main Gene Ontology (GO) Biological Processes (BP) and Molecular Function (MF) pathways associated with the upregulated (up) and downregulated (down) genes from antigen p23 gene knockdown in *Ixodes ricinus* tick midgut.

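Of the groups in S3 Table, calcium ion binding held genes of cell adhesion and Notch signaling with lower counts in antigen p23 than in GFP control. The Notch match HPB47_025776, a receptor for signals between neighbouring cells, had a log2 fold change of -1.92 (SE 0.66, adjusted p = 0.964 from edgeR), the protocadherin Fat 1 match HPB47_007882 had -2.65 (SE 1.16) and the 45 kDa calcium-binding protein match HPB47_026107 had -1.16 (SE 0.46). All 4 tested genes of 5 had an unadjusted p of 0.05 or less and passed when adjusted over the list alone. Of 5 carbohydrate metabolism genes, all 5 were tested and higher, and 2 had an unadjusted p of 0.05 or less. None passed an adjusted p of 0.05 over all genes in edgeR or DESeq2, and the study chose these groups on these samples, so they are not independent evidence.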

GO term	GO type	Number of genes	Gene expression	Gene IDs	Observations
proteolysis	BP	7	up	HPB47_009280, HPB47_004434,HPB47_028387,HPB47_005579, HPB47_028388, HPB47_024456, HPB47_014190	Associated with serine-type peptidase activity (N=3, MF) and metallopeptidase activity (N=2, MF).
carbohydrate metabolic process	BP	5	up	HPB47_020144, HPB47_017917, HPB47_013911, HPB47_003950, HPB47_021555	Associated with hydrolase activity (N=3, MF).
regulation of transcription	BP	4	up	HPB47_000632, HPB47_006896, HPB47_014243, HPB47_027004	
immune response	BP	3	up	HPB47_012122, HPB47_001261, HPB47_023216	
toll-like receptor signaling pathway	BP	2	up	HPB47_001261, HPB47_023216	Associated with transmembrane signaling receptor activity (N=2, MF) and membrane (N=2, CC).
translation	BP	2	up	HPB47_017850, HPB47_006933	Associated with the ribosome (N=2, CC).
protein binding	MF	6	up	HPB47_021759, HPB47_021377, HPB47_014374, HPB47_024039, HPB47_013683, HPB47_021685	
GTPase activity & GTP binding	MF	3	up	HPB47_016592, HPB47_013858, HPB47_020564	
RNA binding	MF	5	up	HPB47_022399, HPB47_016263, HPB47_010051, HPB47_009808,HPB47_017850	
serine-type endopeptidase activity	MF	6	up	HPB47_004434,HPB47_007311,HPB47_003913,HPB47_005579,HPB47_027208,HPB47_014190	Associated with inhibitor activity (N=3, BP), proteolysis (N=3,BP) and extracellular region/space (N=6, CC).
zinc ion binding	MF	5	up	HPB47_000031,HPB47_016562,HPB47_011242,HPB47_012122,HPB47_006738	
transmembrane transport	BP	13	down	HPB47_017384, HPB47_028149, HPB47_002496, HPB47_012141, HPB47_016039, HPB47_024310, HPB47_013081, HPB47_007177, HPB47_024544, HPB47_023796, HPB47_020148, HPB47_024954, HPB47_007139	Associated with transmembrane transporter activity (N=10, MF) and ABC-type transporter activity (N=2, MF).

G protein-coupled receptor signaling pathway	BP	9	down	HPB47_003370, HPB47_006483, HPB47_024347, HPB47_000165, HPB47_001957, HPB47_000106, HPB47_005012, HPB47_023493, HPB47_008007	Associated with G protein-coupled receptor activity (N=9, MF) and membrane (N=9, CC).
protein phosphorylation	BP	8	down	HPB47_010640, HPB47_011909, HPB47_012298, HPB47_000550, HPB47_021990, HPB47_020216, HPB47_014629, HPB47_009968	Associated with protein kinase activity (N=8, MF) and ATP binding (N=8, MF).
proteolysis	BP	8	down	HPB47_001891, HPB47_009470, HPB47_002123, HPB47_022778, HPB47_022347, HPB47_007825, HPB47_001820, HPB47_001931	Associated with serine (N=3), cysteine-type (N=1) peptidases and metalloendopeptidases (N=4), MF.
regulation of transcription, DNA-templated	BP	7	down	HPB47_015713, HPB47_012603, HPB47_022967, HPB47_009375, HPB47_003496, HPB47_011459, HPB47_005238	Associated with DNA-binding (N=4, MF).
ion transmembrane transport	BP	5	down	HPB47_024787, HPB47_005065, HPB47_010398, HPB47_023274, HPB47_013925	
signal transduction	BP	3	down	HPB47_004501, HPB47_014627, HPB47_005973	
protein binding	MF	34	down	HPB47_021805, HPB47_000324, HPB47_003404, HPB47_027791, HPB47_004501, HPB47_027536, HPB47_019300, HPB47_006380, HPB47_008404, HPB47_003496, HPB47_012563, HPB47_013116, HPB47_004556, HPB47_009389, HPB47_002353, HPB47_025725, HPB47_024325, HPB47_023221, HPB47_026916, HPB47_010181, HPB47_013759, HPB47_001698, HPB47_003028, HPB47_008694, HPB47_025024, HPB47_003940, HPB47_019693, HPB47_020744, HPB47_027677, HPB47_027383, HPB47_024656, HPB47_004727, HPB47_008723, HPB47_000005	
ATP binding	MF	14	down	HPB47_023796, HPB47_018040, HPB47_016039, HPB47_010377, HPB47_007975, HPB47_021662, HPB47_024649, HPB47_002020, HPB47_021875,	

				HPB47_017632, HPB47_000550, HPB47_010640, HPB47_014629, HPB47_009968	
DNA binding	MF	8	down	HPB47_002020, HPB47_018169, HPB47_027567, HPB47_015720, HPB47_012603, HPB47_011459, HPB47_005238, HPB47_009375	
calcium ion binding	MF	5	down	HPB47_026107, HPB47_025776, HPB47_007882, HPB47_011642, HPB47_000170	Associated with extracellular region (N=3, CC).
chitin binding	MF	4	down	HPB47_020474, HPB47_015297, HPB47_000445, HPB47_020182	

S4 Table. Main Gene Ontology (GO) Biological Processes (BP) and Molecular Function (MF) pathways associated with the upregulated (up) and downregulated (down) genes from metalloprotease gene knockdown in *Ixodes ricinus* tick midgut.

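Of the groups in S4 Table, calcium ion binding held a pair of EF-hand proteins, both lower in metalloprotease than in GFP control. The ninein-like match HPB47_021962, a protein of the centrosome, had a log2 fold change of -1.83 (SE 0.57, adjusted p = 1.00 from edgeR), and the EF-hand protein HPB47_010653 had 3, 5 and 10 counts against 15, 25 and 16. Both had an unadjusted p of 0.05 or less. The 2 tested genes of 3 listed as oxidoreductases on the lower side also had an unadjusted p of 0.05 or less. None passed an adjusted p of 0.05 over all genes in edgeR or DESeq2, and the study chose these groups on these samples, so they are not independent evidence.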

GO term	GO type	Number of genes	Gene expression	Gene IDs	Observations
G protein-coupled receptor signaling pathway	BP	2	up	HPB47_008629, HPB47_012110	Associated with G protein-coupled receptor activity (N=2, MF) and membrane (N=2, CC).
lipid metabolic process	BP	2	up	HPB47_016435, HPB47_009100	Associated with sphingomyelin phosphodiesterase activity (N=1, MF) and lipase activity (N=1, MF).
microtubule cytoskeleton organization	BP	2	up	HPB47_024157, HPB47_016586	
proteolysis	BP	3	up	HPB47_026288, HPB47_010253, HPB47_028387	
transmembrane transport	BP	8	up	HPB47_015706, HPB47_026124, HPB47_012269, HPB47_021038, HPB47_021043, HPB47_020148, HPB47_025631, HPB47_012893	Associated with transmembrane transporter activity (n=6, MF) and membrane (n=5, CC).

acireductone dioxygenase [iron(II)-requiring] activity	MF	2	up	HPB47_013115, HPB47_005701	
catalytic activity	MF	2	up	HPB47_022333, HPB47_010928	
chitin synthase activity and hexosyltransferase activity	MF	2	up	HPB47_011812, HPB47_011813	
nucleic acid binding	MF	4	up	HPB47_004428, HPB47_010924, HPB47_022760, HPB47_012290	
oxidoreductase activity	MF	5	up	HPB47_028342, HPB47_019589, HPB47_024631, HPB47_012290, HPB47_000961	Associated with iron ion binding (N=3, MF) and heme binding (N=2, MF).
protein binding	MF	3	up	HPB47_019737, HPB47_027967, HPB47_014374	
RNA binding	MF	3	up	HPB47_001654, HPB47_010185, HPB47_010184	
sulfotransferase activity	MF	6	up	HPB47_008140, HPB47_007947, HPB47_023646, HPB47_004800, HPB47_027299, HPB47_027456	
dolichol-linked oligosaccharide biosynthetic process	BP	2	down	HPB47_010658, HPB47_006305	
ion transmembrane transport	BP	3	down	HPB47_024787, HPB47_023274, HPB47_019985	Associated with transmembrane signaling receptor activity (N=3, MF) and ligand-gated ion channel activity (N=3, MF)
proteolysis	BP	4	down	HPB47_026112, HPB47_022268, HPB47_022347, HPB47_005600	Associated with serine (N=1), cysteine-type (N=1) peptidases and metalloendopeptidases (N=2), MF.
calcium ion binding	MF	2	down	HPB47_021962, HPB47_010653	
oxidoreductase activity	MF	3	down	HPB47_020587, HPB47_019282, HPB47_021618	
protein binding	MF	7	down	HPB47_026916, HPB47_022790, HPB47_024591, HPB47_019041, HPB47_020098, HPB47_023597, HPB47_022347	

Figures

S1 Fig. Activation of ER-mediated phagocytic pathway from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database highlighting the upregulation of F-actin and multiple vATPase transcripts following antigen p23 gene knockdown via RNA interference. This pathway-based data integration and visualization was performed using the *Pathview* package in R (version 4.3.2).

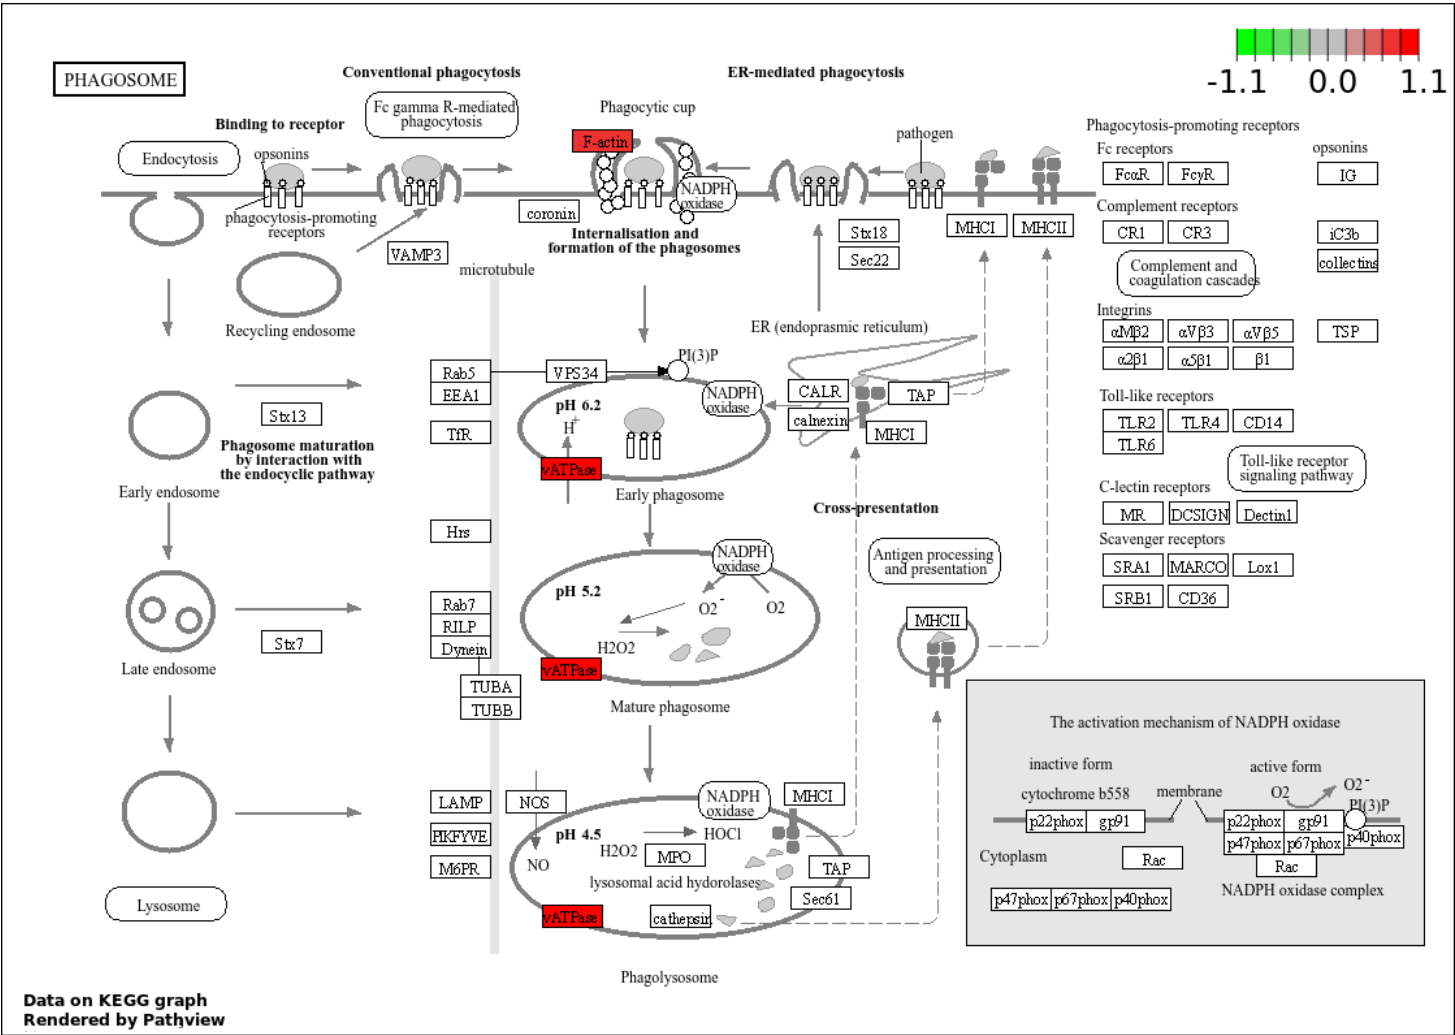

S2 Fig. Suppression of the transforming growth factor- β (TGF- β) signaling pathway from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database highlighting the downregulation of Smad transcription factors following antigen p23 gene knockdown via RNA interference. This pathway-based data integration and visualization was performed using the *Pathview* package in R (version 4.3.2).

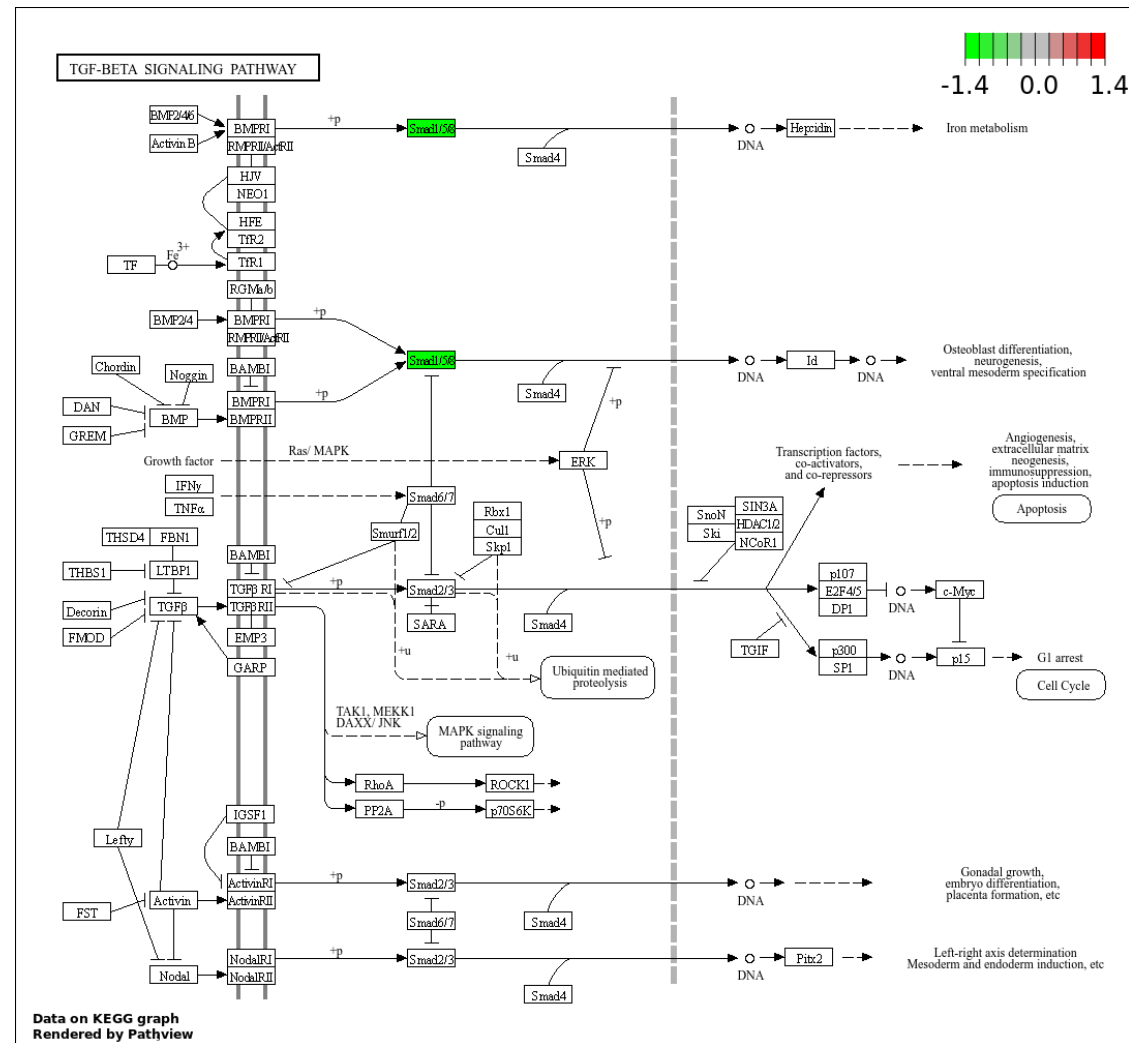

**Supplement:** S1 File

How the deposited data were processed for this re-analysis (not part of the article)

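RNA-seq was done on midguts of female Ixodes ricinus ticks injected with dsRNA against antigen p23, metalloprotease or GFP (control), taken on feeding day 7. Each of the 3 groups had 3 libraries, each from a pool of 3 ticks. No other sample is in the count table used here.

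The authors cleaned the reads, aligned them with Bowtie2 2.5.3 to the genome of I. persulcatus (assembly BIME_Iper_1.3) and counted reads per annotated gene with featureCounts. The deposited values are whole-number counts of 28510 genes for 9 libraries, with no normalization. The setting for strand and the treatment of reads that map to several genes are not given in the sources used here, so counts of closely similar genes may share reads. Gene names are the best Swiss-Prot matches and Pfam domains in the table's annotation.

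Library totals ran from 3306565 to 4681133 counts in the GFP control group (median 4252622), from 3303358 to 3636541 in the antigen p23 group (median 3484418) and from 3484152 to 9430607 in the metalloprotease group (median 3892337). For a gene with 1 to 3 counts summed over a group, the ratio of the groups is given with a 95% Poisson interval, and a group with 0 counts was set at 3 counts for a lower bound on the fold.

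Each knockdown was compared with the GFP control on its own 6 libraries, and the knockdowns with each other, in R 4.3.3 with edgeR 4.0.16. Genes passed edgeR's filterByExpr, libraries were scaled with TMM, and the quasi-likelihood F test was run with robust dispersions and the group as the only term. P values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05 and no minimum fold. DESeq2 1.42.0 was run as an alternative with its default settings. The standard error of a log2 fold change comes from the F statistic.

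The 63 gene lists were fixed before the data were examined, from Pfam domains and Swiss-Prot names, and 2 lists were added after the data were seen. Several of the 63 hold families that the paper reports from these libraries, such as sulfotransferases, Smad proteins and acireductone dioxygenases. Camera calls on such lists are not independent of the paper's results. Lists with at least 5 tested members were tested with camera (limma 3.58.1, preset correlation 0.01) and adjusted over the lists of the comparison. Camera with an estimated correlation and fry were alternatives. The number of members that pass over all genes and when adjusted over the list alone is given beside each list. The member genes of the GO and KEGG sets of the paper's enrichment analysis are not given in the sources used here, so those analyses were not repeated. The GO groups of S3 and S4 Tables were chosen by the study on these same libraries and serve for description only.

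Distances between groups are mean Euclidean distances of log2 CPM (prior count 2) over 6924 genes that pass the filter over all 9 libraries, with an exact permutation of the 2 knockdown labels. The genes shared by both comparisons were set against 40 simulations with edgeR and 15 with DESeq2 in which neither knockdown changed a gene and the control was shared. All of these simulations held only the 6924 genes that pass the filter over all 9 libraries.

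The genes named are the 8 genes of Tables 1 and 2, the 5 peptidases that the paper names, elongation factor 1-alpha, the genes that passed in a comparison or else the 10 with the smallest p, and for each list and each GO group in question up to 4 tested members with the smallest p. This rule was set before the counts were examined, but the paper's tables of listed genes had been seen. Genes called by DESeq2, by edgeR without the filter, in both knockdowns, or in 2 libraries alone were chosen after their values were seen. The sources used here do not pair the knockdown targets with a gene of the count table, and their levels are not analysed here.

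Alternatives set before the data were examined were DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, all 9 libraries in 1 fit, no robust dispersions, the replicate number as a block, DESeq2, and leaving out each library in turn. Replicate numbers do not pair the samples in the sources used here. After subtracting group means, libraries with the same number correlated between -0.16 and -0.05 for GFP control with antigen p23, between -0.47 and 0.10 for GFP control with metalloprotease and between -0.11 and 0.07 for the 2 knockdowns, so the block is given only among the alternatives.

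Sensitivity was tested on counts simulated from a negative binomial model with the means and dispersions estimated here. In it 200 randomly chosen genes were raised or lowered 4-fold or 16-fold. Each gene was drawn independently, with the same dispersion in every library. Libraries that stand apart, such as antigen p23 replicates 1 and 2, were therefore not reproduced. In the antigen p23 comparison, edgeR recovered 33.3% of genes changed 4-fold and 82.2% of genes changed 16-fold after adjustment, and 75% and 96.7% at the unadjusted p. DESeq2 recovered 44.8% and 88.9% after adjustment. In the metalloprotease comparison edgeR recovered 37.2% and 95.9% after adjustment and DESeq2 62.8% and 98.0%. Between the knockdowns edgeR recovered 31.5% and 78.2%. Of 50 unchanged lists 0 passed camera in each comparison, but the simulated genes were independent, so calls arising from correlated genes were not tested. Among splits of the real libraries other than the true groups, up to 9 lists passed for antigen p23 and up to 8 for metalloprotease.

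The phenotype, egg, RT-qPCR and salivary gland measurements of the paper are not analysed here. The result of 1 member of a gene list is not reported here.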

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

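In this part, the tests of other tissue lists and of exchanged labels were chosen only after the result was seen, and the other tests before, with the germ line and sperm lists added once the 49 shared genes were known.

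Serpins, trypsin-like serine proteases and cytosolic ribosomal proteins were higher in antigen p23 than in metalloprotease midguts when the 2 knockdowns were tested directly against each other, and GTPase-activating proteins were lower. With camera, serpins had a median log2 difference of 0.60 (15 of 19 higher, adjusted p = 9.86e-07), trypsin-like proteases 0.52 (14 of 16, adjusted p = 0.00705), ribosomal proteins 0.36 (43 of 46, adjusted p = 3.50e-08) and GTPase-activating proteins -0.57 (31 of 38 lower, adjusted p = 0.00705). With an estimated correlation the camera adjusted p was 0.216 for serpins, 0.843 for ribosomal proteins and 0.737 for the other 2. With fry the adjusted p was 0.426 for serpins and GTPase-activating proteins, 0.628 for trypsin-like proteases and 0.728 for ribosomal proteins, so none of the 4 differences held with either. The difference stands out because the paper compares each knockdown with the GFP control only. The remaining alternatives were not run for these 4 differences.

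Proteasome subunits rose as a list in both comparisons with the GFP control, and the paper does not discuss them. In metalloprotease the median level of each library lay inside the range of the GFP control libraries. Their camera medians were 0.44 in antigen p23 and 0.20 in metalloprotease, and that of mitochondrial ribosomal proteins was 0.16 in metalloprotease. All 3 were lost with an estimated correlation (camera adjusted p = 0.601 in antigen p23 and 0.997 in metalloprotease), and both comparisons use the same GFP control libraries. Without GFP control replicate 2 the proteasome medians were 0.22 and 0.05, and neither passed, while without GFP control replicate 3 they were 0.75 and 0.63. The call also ended without antigen p23 replicate 1 (0.20), and in metalloprotease without GFP control replicate 1 (0.08) or metalloprotease replicate 3 (0.11). That of mitochondrial ribosomal proteins ended without GFP control replicate 2 (0.28) or metalloprotease replicate 1 (0.10) or 3 (0.22).

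The 8 lists that passed in antigen p23 could reflect how strongly their members are expressed or their length rather than their function. Against 10000 random lists of the same expression, 0.75 of the lists lay outside the central 95%, and against random lists of the same expression and length 0.75 did. Lipases and the respiratory chain lay inside. The 8 lists were picked as shifted in these same data, and random lists lack the shared variation of a family. The test therefore cannot decide on either explanation. Antigen p23 replicates 1 and 2 alone may also carry the calls. With each gene set relative to its GFP control mean, the share of lists with replicate 3 outside the GFP control range was 0.375 (translation factors, serine carboxypeptidases and GTPase-activating proteins). By median log2 level, replicate 3 lay above that range for cytosolic ribosomal proteins, translation factors, serpins, serine carboxypeptidases and lipases. GTPase-activating proteins, the proteasome and the respiratory chain then lay inside. The result depends on the measure, which leaves that explanation open. An effect of the knockdown itself stays open as well, and 3 libraries against 3 make too few splits for a share under 0.05 (8 lists, and 9 in the highest other split).

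GFP control replicate 2 and metalloprotease replicate 1 shared 49 genes with at least 50 counts in both and at most 5 in each of the other 7 libraries, while no other pair of libraries shared more than 1. Those with the most counts, such as HPB47_011447 (3211 and 4478 counts) and HPB47_021641 (3718 and 3546), have no named match, and others match neprilysin-21 (HPB47_012553, 803 and 1089), an alpha tubulin (HPB47_023255, 613 and 766) and histone H3.1 (HPB47_000499, 540 and 345).

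Carried-over tissue of the muscle, nerve, cuticle, yolk or haemocyte lists is a possible source that the levels argue against, since the highest of their lower excesses over the median of the other 7 libraries was -0.19 (log2). The haemocyte list rests on 2 genes. Salivary gland lists had 0 genes that pass the filter over all 9 libraries, so that tissue could not be judged. Whether the 2 labels were exchanged cannot be told apart, since the 68 genes tested (share of cases under 10 counts in the other GFP control and metalloprotease libraries 0.945) were chosen as high in both libraries, an exchange leaves that pair the same, and the RT-qPCR of the genes of Table 2, which the paper states matches the labelled direction, is not tied there to single libraries. Germ line tissue in the pool cannot be told apart either, with a lower excess of 0.64 over the 20 tested genes of a list of 35. Of the 35, 13 had at least 10 counts in each of the other 7 libraries and 0 were among the 49. The list was built from names and also holds matches to DDX46, DDX49 and DDX41, so its median does not stand for germ line genes alone. The abundant DDX4 match HPB47_021230 (393 CPM against 469 ± 150 CPM, SD, n = 7) and Piwi-like protein 1 (HPB47_015530, 75.3 against 203 ± 48.1 CPM) were not raised. Some less abundant genes were, such as the Tudor 5 match HPB47_012105 (76.7 against 23.2 ± 9.48 CPM) and the Tudor 1 match HPB47_010810 (62.6 against 38.1 ± 5.75 CPM). Lower excesses were 1.93 for histones, 0.92 for cyclins and mitotic kinases, 0.92 for transposable element proteins and -0.14 for sperm and testis proteins. Beyond tissue in the pools, no biological explanation was tested, since the design gives the 2 libraries no condition in common.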

How the results depend on the processing

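Leaving out antigen p23 replicates 1 and 2 together, and GFP control replicate 2 with metalloprotease replicate 1, was chosen only after the result was seen. No gene passed an adjusted p of 0.05 for metalloprotease under any alternative run with edgeR or DESeq2.

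With DESeq2 the counts were 6 genes after adjustment for antigen p23 and 21 for antigen p23 against metalloprotease, 438 and 182 at unadjusted p for antigen p23 and metalloprotease, 33 in both knockdowns, and 8 of the 8 genes of Tables 1 and 2. Without the filter on low counts, which tests more genes, they were 5, 16, 680, 177 and 29, with 13 lists for antigen p23. With all 9 libraries in 1 fit the counts at unadjusted p were 343 and 42. With the replicate block, which does not follow a pairing, they were 55 for metalloprotease, 7 in both knockdowns, 1 after adjustment between the knockdowns and 2 of the genes of Tables 1 and 2. With at least 10 counts in every library, 4 lists passed for antigen p23, 1 gene after adjustment between the knockdowns, and 1 of the genes of Tables 1 and 2. Of those genes only RPL-24 and MED13 have that many counts, so the others were not tested in this setting. With an estimated correlation and with fry, 0 lists passed in either comparison.

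Leaving out 1 library gave 172 to 754 genes at unadjusted p for antigen p23, 68 to 244 for metalloprotease, 7 to 30 in both knockdowns, 2 to 14 lists for antigen p23, 0 to 10 lists for metalloprotease, 3 to 5 of the genes of Tables 1 and 2, and a difference in distance of 22.9 to 61.3. Without antigen p23 replicates 1 and 2 the difference in distance was -6.95, with 128 genes at unadjusted p, 9 genes in both knockdowns and 5 lists. Without GFP control replicate 2 and metalloprotease replicate 1 there were 253 genes for metalloprotease, 37 in both knockdowns, 2 lists for antigen p23 and 2 of the genes of Tables 1 and 2. Size factors of DESeq2 in edgeR and fits without robust dispersions kept every count within 1.5 times.

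The median of serine carboxypeptidases in antigen p23 was -1.38 without the filter and -0.83 with DESeq2, which both test more members. That of lipases was -1.53 and -0.50 in these settings, -0.69 without antigen p23 replicates 1 and 2, and -0.0853 to 0.30 without 1 library. For lists that did not pass, the median turned and passed for G protein-coupled receptors in antigen p23 (-0.58 without GFP control replicate 3, up to 0.44 without other libraries, and -0.74 without antigen p23 replicates 1 and 2), the Hsp70 family in antigen p23 (-0.23 without GFP control replicate 3, up to 0.18 without others), Cys-loop channels in antigen p23 (-2.29 without the filter, and -2.23 without antigen p23 replicates 1 and 2) and DNA replication genes in metalloprotease (0.42 without GFP control replicate 2 and metalloprotease replicate 1). Elongation factor 1-alpha (HPB47_015871), which did not pass, ranged from -0.36 to 0.0140 in antigen p23 and from -0.44 to 0.20 in metalloprotease without 1 library, with 0.00508 in metalloprotease in DESeq2. CDS (HPB47_023844) in metalloprotease ranged from -0.90 to 0.22 without 1 library, and GC (HPB47_008153) was 0.44 in antigen p23 without antigen p23 replicates 1 and 2. The cause was not tested for any of these changes except where the number of genes or members tested is named.

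Over the 142 gene results there were 2012 values under alternatives, of which 1982 kept their direction and their side of the threshold, 22 passed only under an alternative and 8 reversed. Over the 106 list results there were 1733, with 1336 kept, 48 passing only under an alternative, 73 no longer passing, 12 reversed and 264 that changed sign without passing under either setting. The size factors of DESeq2 moved the median log2 fold change of all genes from -0.10 to -0.09 in antigen p23 and from 0.00 to 0.01 in metalloprotease. Depth limits the weakest genes, since a gene near 10 counts is tested in some alternatives only.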

Differences from the paper's values

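In this part, the setting without GFP control replicate 2 and metalloprotease replicate 1 was chosen only after the result was seen, and the other settings were set before the data were examined. Counts use the paper's stated threshold of an adjusted p of 0.05 with any fold, except where an unadjusted p is named.

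The paper gives 438 genes for antigen p23 at its stated adjusted threshold, and edgeR gives 0 at that threshold here, with 208 at an unadjusted p of 0.05 or less and 6 after adjustment in DESeq2. For metalloprotease the paper gives 182, and edgeR gives 0, with 97 at unadjusted p and 0 after adjustment in DESeq2. No alternative set before the data were examined brought either adjusted count within 1.5 times the paper's, the highest being 6 for antigen p23 (DESeq2) and 0 for metalloprotease.

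DESeq2 at an unadjusted p of 0.05 or less gives the paper's values themselves, 438 genes (149 higher, 289 lower) for antigen p23, 182 (104 higher, 78 lower) for metalloprotease and 33 genes in both. In Tables 1 and 2, the columns headed as Benjamini-Hochberg p-values equal the unadjusted p of DESeq2 here at 3 decimals for 7 of the 8 genes, and RNase T2 has 0.009 in the paper and 0.00788 here. The smallest adjusted p of these genes in DESeq2 was 0.335, and 1 of them (AstA) had none.

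In edgeR at unadjusted p, the paper's 438 genes for antigen p23 stand beside 208, its 149 higher genes beside 99 and its 289 lower genes beside 109. All 9 libraries in 1 fit came within 1.5 times of the 3 values (343, 127 and 216). The higher count alone also did so with DESeq2's size factors (101), without the filter (167), and without GFP control replicate 2 (106), antigen p23 replicate 1 (104) or antigen p23 replicate 3 (174). The other edgeR alternatives did not.

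For metalloprotease the paper's 182 genes stand beside 97 in edgeR at unadjusted p, its 104 higher genes beside 50 and its 78 lower genes beside 47. The 3 values came within 1.5 times without the filter (177, 83 and 94), without GFP control replicate 2 (244, 147 and 97) and without metalloprotease replicate 1 (187, 106 and 81). The total and the lower count did so without metalloprotease replicate 2 (147 and 82) or 3 (135 and 88), and the higher count without GFP control replicate 3 (76). The other planned edgeR alternatives did not. Without GFP control replicate 2 and metalloprotease replicate 1, chosen after the values were seen, the counts were 253, 142 and 111, and 107 of the 182 genes that DESeq2 gives were not among the 253.

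For genes in both knockdowns the paper's 33 stands beside 17 in edgeR at unadjusted p. Values within 1.5 times came without the filter (29), without GFP control replicate 2 (30) or 3 (23), without antigen p23 replicate 3 (24) and without metalloprotease replicate 1 (25), and the other planned edgeR alternatives did not reach that. Without GFP control replicate 2 and metalloprotease replicate 1, chosen after the values were seen, there were 37, and 24 of DESeq2's 33 were not among them. The log2 fold changes of RPL-24, Aur, MED13, GC and CYP450 lay within the error of the paper's values.

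The paper places metalloprotease nearer to the GFP control than antigen p23, and the distances here have that order (82.7 and 123) with an exact permutation p of 0.3, the smallest possible being 0.1. Its GO groups of S3 and S4 Tables had the paper's direction in each gene tested in edgeR. The gene that the paper calls RPL-24 is annotated here as the mitochondrial ribosomal protein L24 (HPB47_017850). The paper's text speaks of 6 inhibitors of serine-type endopeptidases, while 3 of the 6 genes of that group in S3 Table match inhibitors here (HPB47_027208, HPB47_007311 and HPB47_003913). S3 Table itself also gives 3 of them inhibitor activity.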

Other observations

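The test of sequencing depth and the counting interval of the genes at 0 were chosen only after the result was seen, and the other tests of this part before.

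A Toll receptor gene and genes of the chitin lining differed in mean level between antigen p23 and GFP control midguts, without passing the test with all libraries kept. The Toll match HPB47_023216, a receptor of the innate immune system, averaged 379 ± 179.8 CPM (SD, n = 3) against 137 ± 33.6 CPM, a log2 fold change of 1.46 (SE 0.40, adjusted p = 0.964 from edgeR). The list of Toll and immune effectors had a median of 0.49 with 9 of 12 higher (camera adjusted p = 0.0657). Chitin-binding peritrophins, which line the gut, had a median of -0.91 with 10 of 12 lower (camera adjusted p = 0.0657), and passed without GFP control replicate 3 (-1.22, adjusted p = 0.0338). Their median log2 levels were 2.21, -1.14 and 2.76 in antigen p23 replicates 1, 2 and 3 and 3.24, 4.60 and 2.75 in GFP control, so that of replicate 3 lay inside the control range. In metalloprotease the peritrophins did not pass in the main fit. There they passed downward with at least 10 counts in every library (median -0.94, camera adjusted p = 0.00372) and without GFP control replicate 3 (-0.42, adjusted p = 0.0428). Chitin synthase (HPB47_011813), which makes the polymer they bind, had a log2 fold change of -1.96 (SE 1.18) in antigen p23 and 1.54 (SE 0.81) in metalloprotease. Legumains had a median of 0.67 in antigen p23 (4 of 5 higher, camera adjusted p = 0.0657), and passed without GFP control replicate 1 (1.17, adjusted p = 0.0457), GFP control replicate 3 (0.95, adjusted p = 0.0197) or antigen p23 replicate 2 (0.28, adjusted p = 0.0373), and with DESeq2 (adjusted p = 0.00650) or without the filter (adjusted p = 0.0217).

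In metalloprotease midguts a lipase (HPB47_009100), which splits fats, had a log2 fold change of 2.53 (SE 0.76) and a serpin (HPB47_005940), a protease inhibitor, had -1.53 (SE 0.44), and neither passed an adjusted p of 0.05 in edgeR or DESeq2. Of the genes of Tables 1 and 2, those chosen for antigen p23 had log2 fold changes in metalloprotease of 0.33 (SE 0.29) (RPL-24, HPB47_017850), -0.83 (SE 0.49) (Aur, HPB47_014629), -0.21 (SE 0.70) (CDS, HPB47_023844) and 0.87 (SE 0.81) (AstA, HPB47_005012). Those chosen for metalloprotease had, in antigen p23, -0.41 (SE 0.44) (MED13, HPB47_027399), -1.11 (SE 1.41) (GC, HPB47_008153) and -1.47 (SE 1.08) (CYP450, HPB47_019282). The paper's RT-qPCR reference is elongation factor 1-alpha. Its match HPB47_015871 averaged 88.3 ± 13.9 CPM (SD, n = 3) in antigen p23 against 98.4 ± 26.9 CPM in GFP control. The log2 fold changes were -0.16 (SE 0.34) in antigen p23 and -0.02 (SE 0.40) in metalloprotease. A second match (HPB47_011647) had 1.37 (SE 0.72) and 0.66 (SE 0.53), and the sources used here do not pair the reference with either gene.

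Lists of tissues that a dissected midgut can carry did not pass with all libraries kept, where they could be tested. Salivary gland lists had 0 genes that pass the filter over all 9 libraries, so that tissue could not be judged. With camera in antigen p23 and metalloprotease, muscle proteins had medians of 0.21 and 0.27 (adjusted p = 0.230 and 0.357), nervous system proteins 0.09 and -0.04 (0.617 and 0.755), cuticle proteins -0.32 and -0.29 (0.652 and 0.335), and vitellogenins and lipid transfer proteins -0.37 and -0.20 (0.997 and 0.751). In metalloprotease, muscle proteins passed without metalloprotease replicate 1 (median 0.52, camera adjusted p = 0.000260), cuticle proteins without GFP control replicate 3 (-0.45, adjusted p = 0.0428) or metalloprotease replicate 3 (-0.69, adjusted p = 0.00148), and vitellogenins without metalloprotease replicate 2 (-0.77, adjusted p = 0.0416). Unequal shares of these tissues in the pools are therefore not excluded.

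Antigen p23 replicates 1 and 2 detected few weakly expressed genes. Sequencing depth is argued against as the cause, since the higher of the 2 still had 7263 genes when every library was thinned to the same total, and the lowest of the other 7 had 9136. Few RNA molecules sampled into these libraries cannot be told apart as the cause, because the genes at 0 in both were 1.44 times the number from independent losses (323 and 225 of 3619 genes), below the 1.5 set in advance but above 1 by more than counting error (95% interval 1.29 to 1.60). Whether the knockdown turns the same genes off cannot be told apart either, since the 375 genes at 0 in both were lower in replicate 3 by a median log2 ratio of -0.96, but metalloprotease replicates 2 and 3 gave -0.99 and -0.94. Counts of lower genes in antigen p23 rest in part on these 2 libraries.

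Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real and the highest other value were 0 and 1 genes at adjusted p and 208 and 455 at unadjusted p for antigen p23, 0 and 0 and 97 and 1322 for metalloprotease, 0 and 0 at adjusted p between the knockdowns, and 4 and 8 lists for metalloprotease. The numbers of splits with a count as large, the real one included, were 10, 5, 10, 9, 10 and 7 in that order, and 2 for the lists of antigen p23. The split with 1322 genes sets GFP control replicates 1 and 3 with metalloprotease replicate 2 against the other 3 libraries, and points to a structure of the samples other than the groups. That structure follows GFP control replicate 2 and metalloprotease replicate 1. Splits with these 2 libraries on the same side gave 772, 1322, 759 and 744 genes. Splits that separate them, the real groups (97) included, gave 94 to 171.

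The 2 comparisons could share genes because they share the GFP control libraries alone. Over 6304 genes their log2 fold changes correlated at 0.33, against 0.50 in simulations with no change in either knockdown, and the covariance was 0.117 in edgeR against 0.251 (a difference of -0.13). In DESeq2, over more and weaker genes, the covariance was 0.563 against 0.345, a difference of 0.22, while the correlation was 0.29 against 0.50. The DESeq2 simulations left out the weak genes, holding only the 6924 that pass edgeR's filter over all 9 libraries. The DESeq2 values therefore compare unlike sets of genes. Genes in both knockdowns numbered 17 in edgeR against 51 in the simulations, and 33 in DESeq2 against 86. Every value except DESeq2's covariance lay below that with no change. But the real edgeR lists were shorter than chance gives (208 and 97 genes against 319 and 339), which alone lowers the number shared. Whether the knockdowns share changes is left open.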
